# Transcriptomic insight into salinomycin mechanisms in breast cancer cell lines: synergistic effects with dasatinib and induction of estrogen receptor β

**DOI:** 10.1186/s12885-020-07134-3

**Published:** 2020-07-16

**Authors:** Vanessa Bellat, Alice Verchère, Sally A. Ashe, Benedict Law

**Keywords:** Synergistic drug combination, Transcriptome and proteomic analysis, Cell signaling pathway, Estrogen receptor β (ESR2), Triple negative breast cancer (TNBC)

## Abstract

**Background:**

Tumors are heterogeneous in nature, composed of different cell populations with various mutations and/or phenotypes. Using a single drug to encounter cancer progression is generally ineffective. To improve the treatment outcome, multiple drugs of distinctive mechanisms but complementary anticancer activities (combination therapy) are often used to enhance antitumor efficacy and minimize the risk of acquiring drug resistance. We report here the synergistic effects of salinomycin (a polyether antibiotic) and dasatinib (a Src kinase inhibitor).

**Methods:**

Functionally, both drugs induce cell cycle arrest, intracellular reactive oxygen species (iROS) production, and apoptosis. We rationalized that an overlapping of the drug activities should offer an enhanced anticancer effect, either through vertical inhibition of the Src-STAT3 axis or horizontal suppression of multiple pathways. We determined the toxicity induced by the drug combination and studied the kinetics of iROS production by fluorescence imaging and flow cytometry. Using genomic and proteomic techniques, including RNA-sequencing (RNA-seq), reverse transcription-quantitative polymerase chain reaction (RT-qPCR), and Western Blot, we subsequently identified the responsible pathways that contributed to the synergistic effects of the drug combination.

**Results:**

Compared to either drug alone, the drug combination showed enhanced potency against MDA-MB-468, MDA-MB-231, and MCF-7 human breast cancer (BC) cell lines and tumor spheroids. The drug combination induces both iROS generation and apoptosis in a time-dependent manner, following a 2-step kinetic profile. RNA-seq data revealed that the drug combination exhibited synergism through horizontal suppression of multiple pathways, possibly through a promotion of cell cycle arrest at the G1/S phase via the estrogen-mediated S-phase entry pathway, and partially via the BRCA1 and DNA damage response pathway.

**Conclusion:**

Transcriptomic analyses revealed for the first time, that the estrogen-mediated S-phase entry pathway partially contributed to the synergistic effect of the drug combination. More importantly, our studies led to the discoveries of new potential therapeutic targets, such as E2F2, as well as a novel drug-induced targeting of estrogen receptor β (ESR2) approach for triple-negative breast cancer treatment, currently lacking of targeted therapies.

## Background

Advances in screening, early diagnosis, and treatment have significantly reduced the mortality rate of breast cancer (BC) for the past 20 years. However, the 5-years survival rate of patients with late-stage metastatic BC remains low (less than 30%) [1]. Chemotherapeutic agents and targeted therapies are the current backbone of medical management. Patients do not always respond to these treatments, as tumors can be intrinsically (de novo) resistant to the drugs. Furthermore, patients who initially responds to the treatments will likely acquire resistance over time, resulting in treatment failure or disease recurrence. To improve clinical outcomes, multiple chemotherapeutic agents (combination therapy) with distinctive drug mechanisms are used for BC treatments [2, 3]. However, most clinically used drug combination regimens only increase overall response rate and prolong progression-free survival, but showed limited success for improving the patient’s survival [4].

It has now become clear that tumors are heterogeneous in nature, composed of different cell populations with various mutations and/or phenotypes. Chemotherapeutic agents primarily eliminate the proliferating cells in tumors but can leave behind a small population of quiescent cancer stem cells (CSCs) that are intrinsically resistant to chemotherapy. These residual CSCs, which have metastatic potential, can remodel tumors to become more drug resistant [5]. Salinomycin (Sal) is an antibiotic isolated from *Streptomyces albus* that has been used as an anticoccidial agent in the poultry industries for many years (Fig. 1a). In recent years, the drug has been shown to have anti-CSCs properties [7]. Among 16,000 compounds screened as potential toxic substances against breast CSCs, Sal was able to selectively reduce the proportion of epithelial cancer stem cells by more than 100-folds compared to paclitaxel, a drug that is commonly used as a chemotherapeutic agent for BC. Early studies showed that Sal induced apoptosis by disrupting the balance of sodium and potassium ions across the mitochondrial membranes [8, 9]. The drug induced intracellular reactive oxygen species (iROS) production, and subsequently mediated autophagy via activation of the JNK/MAPK pathway [10]. Sal also has been shown to suppress the highly conserved embryonic developmental signaling pathways, including the STAT3, Notch, Wnt/β-catenin, and hedgehog pathways [11, 12]. The drug inhibited proliferation, induced apoptosis, and reduced the metastatic potential of CSCs and other cancer cells [13–18]. When used in a drug combination, Sal increased DNA damage in BC cells treated with doxorubicin (Dox) or etoposide [19, 20]. It also enhanced the effects of paclitaxel to induce apoptosis and prevent G2 arrest [21].

**Fig. 1:**
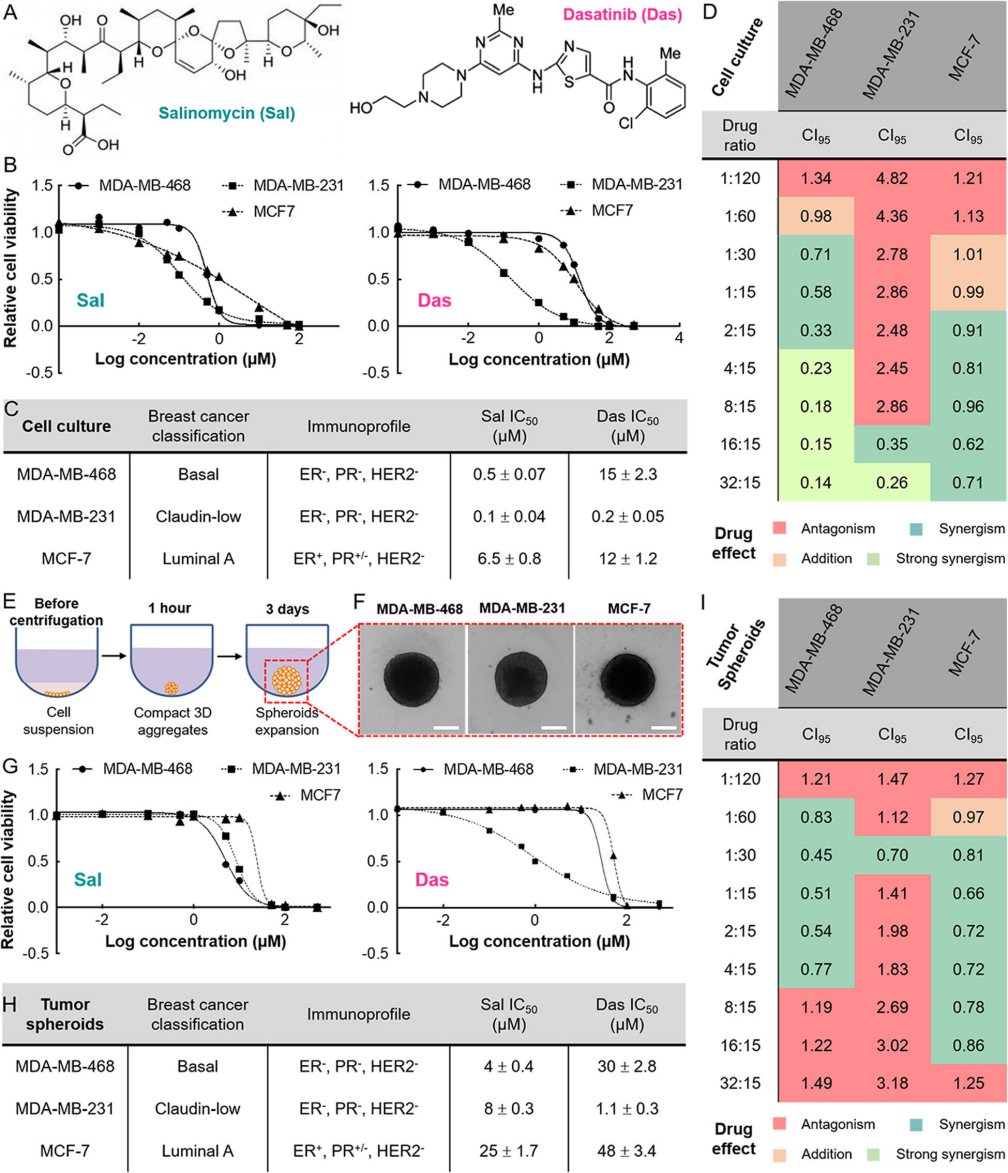
Evaluation of the cytotoxicity of salinomycin (Sal) and dasatinib (Das) as single drugs or a 2-drug combination on MDA-MB-468, MDA-MB-231, and MCF-7 cell lines (monolayer cell culture system) and tumor spheroids. **a** Chemical structures of the drugs. **b** A comparison of the potencies of individual drugs. To measure cell viability, different human BC cell lines, cultured in monolayers, were incubated with the drugs at various concentrations for 72 h. The results were fit into sigmoidal dose response curves for calculating the IC_50_ values. **c** A table summarizing the specific IC_50_ values of both Sal and Das. Sal was more potent than Das regardless of the cell line tested. **d** A table summarizing the synergism of the same drug combination but different applied drug ratios of Sal and Das for treating various BC cell lines. Drug combinations had a stronger synergistic effect on MDA-MB-468, as shown by the lower CI_95_ values. The CI_95_ values were determined using the previously described Chou-Talalay method [6]. Note that CI_95_ represents the specific CI value where there is a 95% cell growth inhibition. **e** A schematic diagram showing the method for preparing tumor spheroids. **f** Representative microscopic images of the MDA-MB-468, MDA-MB-231, and MCF-7 spheroids. Scale bar is 200 μm. **g** The cytotoxic effect of the drugs alone. The spheroids were treated with drugs at various concentrations for 72 h. The results from the viability assays were fit into sigmoidal dose response curves for determining the IC_50_ values. **h** A table summarizing the specific IC_50_ values of Sal and Das tested on different tumor spheroids. **i** A comparison of the synergism of different drug combination regimens, applied concurrently at different drug ratios, for eradicating the spheroids. All the experiments were independently performed in triplicate

Dasatinib (Das) is a Src kinase inhibitor, and has been approved for the treatment of chronic myelogenous leukemia and acute lymphoblastic leukemia (Fig. 1a). However, its role in treating BC is uncertain. BC patients only showed limited response to monotherapy of Das [22]. Preclinical studies showed that Das inhibited BC cells by modulating epidermal growth factor receptor (EGFR) signaling [23]. Src is an upstream regulator of the STAT3, PI3K, and Ras/MAPK pathways [24]. Using Das to inhibit Src can suppress BC cell proliferation, migration, invasion, and angiogenesis [25]. Recently, Das was also shown to display anti-CSC effects. The drug reduced the percentage of aldehyde dehydrogenase 1 (ALDH1)-positive CSC populations in triple negative BC (TNBC) cell lines [26]. In this paper, we investigated the feasibility of using a combination of Sal and Das (S + D) to counter BC. Functionally, both drugs induce cell cycle arrest, iROS production, and apoptosis. We rationalized that an overlapping of the drug activities should offer an enhanced anticancer effect, either through vertical inhibition of the Src-STAT3 axis [17, 27] or horizontal suppression of multiple pathways. We studied the kinetics of iROS, and the toxicity induced by the drug combination. Using RNA-seq, we subsequently identified the responsible pathways, including the estrogen-mediated S-phase entry pathway, that partially contributed to the synergistic effects of the drug combination. These studies led to discoveries of potential therapeutic targets, such as E2F2 as well as a novel drug-induced targeting of estrogen receptor β (ESR2) approach, which were also described herein.

## Methods

### Chemicals and supplies

All reagents and resources used for this study, as well as their source and identifier, are listed in **Table****S1****.**

### Cell culture

All the human BC cell lines were purchased directly from ATCC (Manassas, VA) in 2016. All the cell lines were cytogenetic analyzed by ATCC. Upon arrival, the cells were cultured according to the ATCC’s instructions to prepare stocks for long-term cryopreservation. Prior to perform the in vitro experiments, the cells were tested for mycoplasma contamination using the MycoAlert mycoplasma detection kit (Lonza, Basel, Switzerland). To avoid genetic drift that may affect the results and reproducibility, cells were not cultured for more than 6 months. To limit any undesired fluorescence interaction during flow cytometry analysis and fluorescence imaging, cells were cultured in the absence of phenol red.

### Determination of the drugs potency

To assess the cytotoxicity of the drugs alone or in combination, cells (5 × 10^3^ cells/well) were seeded on a 96-well flat bottom plate overnight, and then treated with various concentrations of the drugs for 72 h. After washing the cells 3 times with PBS, CellTiter-Glo 2D reagent (Promega, Madison, WI) (50 μL) was added to each well. The luminescence was recorded using a microplate reader (Tecan US Inc., Morrisville, NC). The dose-response curves were plotted using GraphPad Prism 6.0 software. All data were normalized to the values obtained with untreated control cells. The half maximal inhibitory concentrations (IC_50_) were calculated by fitting the data into a sigmoidal curve. The cytotoxicity of the different drug treatments was also evaluated by Trypan Blue Exclusion assay. After incubation with the drug alone or in combination for 72 h, cells were harvested and re-suspended in an equal volume (ratio 1:1) of PBS and Trypan Blue solution (0.4%) prior to image using EVOS microscope (Life Technology, Carlsbad, CA). Note: The drugs stock solutions were prepared in DMSO. The highest final concentration of DMSO in PBS in the samples was always lower than 0.1%.

To generate the 3D cellular aggregates, cells (1 × 10^4^ cells/well) suspended in medium containing 2.5% (v/v) of Matrigel matrix basement membrane were seeded on ultra-low attachment 96-wells black with clear round bottom plates. After centrifugation (10 min, 1000 rpm), the cells were incubated for 72 h to form spheroids [28]. The spheroids were then treated with various concentrations of drugs for 72 h. The cytotoxicity was evaluated using the CellTiter Glo 3D Luminescent Assay (Promega, Madison, WI), according to the manufacturer’s instructions. The images of the tumor spheroids, before and after drug treatments, were acquired using EVOS FL auto fluorescence microscope (Life Technology, Carlsbad, CA).

### Determination of CI values

Combination Index (CI) values were determined using the widely-used method established by Chou and Talalay [6]. To determine the CI values of a drug combination (drug A + drug B), we first determined the IC_50_ value of each single drug against a specific cell line using a cell viability assay as described above. The cytotoxicity of the drug combination was then evaluated at a specific drug ratio (IC_50_ of drug A: IC_50_ of drug B), using different total drug concentrations. The cytotoxicity study was further extended using multiple drug ratios. The results of the cytotoxicity studies were analyzed using the Compusyn software. The software relied on the median effect equation based on the mathematical model of the physicochemical principal of the mass action law leading to the CI equation:

$$ CI=\sum \limits_{j=1}^n\frac{(D)_j}{{\left({D}_X\right)}_j} $$

where D is the concentration of the drugs in combination to achieve x% of drug effect and D_x_ the concentration of the drugs alone to achieve the same effect. The obtained CI values allow us to assign an antagonistic (CI > 1), an additive (CI = 1), a synergistic (CI < 1), or a strongly synergistic effect (CI < 0.3) of the drug combinations. Based on the cell viability data determined in the human BC cell lines, computer-simulated plots of the CI values of the drug combination (at different drug ratios) versus the cellular fraction affected (Fa = 1 – the ratio of the drug-treated to the non-treated cell numbers) were then generated by the CompuSyn software.

### Selection of drug dosage for cellular studies

For fair comparison, each cell line was treated with the drugs at their corresponding IC_50_ concentrations to induce an equipotency, for insuring each drug contributed to the similar cell killing effect. The BC cells were treated according to the following conditions:

**Table:** 

Breast cancer cell lines	Sal concentration	Das concentration	S + D concentration
MDA-MB-468	0.5 μM	15 μM	15.5 μM
MDA-MB-231	0.1 μM	0.1 μM	0.2 μM
MCF-7	6.5 μM	12 μM	18.5 μM

Note: In the case of MDA-MB-231 cell line, the drugs used at their IC_50_ concentration induced an antagonistic effect **(**Fig. 1d**)**. The concentration of Das was then slightly adjusted (from 0.2 μM to 0.1 μM) to reach the drug ratio 16:15 for achieving a synergistic effect

### Cytotoxicity assays

To investigate the cell death pathway induced by the drug combination, MDA-MB-468 cells (5 × 10^3^ cells/well) were seeded on a 96-well plate overnight, and then treated with various concentrations of S + D (drug ratio fixed at 1:30) in the presence of ferrostatin-1 (Fer-1) and/or necrostatin-1 (Nec-1) for 72 h (1 μM of inhibitor content). The cytotoxicity was then evaluated using the CellTiter Glo Luminescent Assay (Promega, Madison, WI).

To determine whether Sal enhanced the targetability of TNBC by 4-hydroxytamoxifen (Tamo), MDA-MB-468 cells were concurrently treated with Sal and Tamo. Briefly, cells were seeded on 96-well plates (5 × 10^3^ cells/well) in RPMI medium supplemented with 10% charcoal stripped FBS for overnight. The cells were then treated with PBS, Tamo (1 μM), Sal (0.5 μM), or the drug combination for 72 h. The cell viability was measured as described previously. A similar experiment was performed by treating concurrently MDA-MB-468 cells with Das (15 μM) and Tamo (1 μM). For the sequential drug treatment experiments, cells were seeded on T25 culture flasks (1 × 10^6^ cells/flask) overnight and then treated with PBS (control) or Sal (0.5 μM) for 72 h. Cells were then washed twice in PBS, trypsinized, and seeded on 96-wells plates (3 × 10^3^ cells/well) immediately in the presence of various concentrations of Tamo (from 0 to 100 μM) for an additional 72 h period of time, prior to assess the viability.

### Fluorescence-activated cell sorting (FACS)

Intracellular reactive oxygen species (iROS) were measured using a Gallios flow cytometer (Beckman Coulter Inc., Miami, FL). Cells were first seeded on T25 culture flask (1 × 10^6^ cells/flask) overnight and then treated with PBS (control) or the drugs for 6, 12, 24, 48, or 72 h. Drug concentration and ratio were selected according to the IC_50_ values and the synergistic effect as described above. Prior to perform FACS analysis, the cells were incubated with DCF-DA (10 μM) for 30 min, trypsinized, and re-suspended in PBS (1 mL). The analysis was performed on 10,000-gated events (*n* = 3/per sample) at the FL1 channel (λ_ex_ = 488 nm and λ_em_ = 525/20 nm).

Annexin V (AnV)-FITC/propidium iodide (PI) double staining kit was used to evaluate the proportion of apoptotic and necrotic cells. MDA-MB-468 cells, seeded on T25 culture flask (1 × 10^6^ cells/flask), were treated with PBS (control), or the drugs alone or in combination for 72 h. After incubation, the cells were trypsinized and then stained with AnV-FITC (5 μL) and PI (5 μL) for 10 min in the dark prior to FACS analysis. The apoptotic and necrotic cells were detected and quantified using the FL1 and FL2 (λ_ex_ = 488 nm and λ_em_ = 575/20 nm) channels. Healthy, apoptotic, necrotic, and dead cells, were identified as AnV^−^PI^−^, AnV^+^PI^−^, AnV^−^PI^+^, and AnV^+^PI^+^, respectively. The experiment was also performed after treatment of MDA-MB-468 cells with the drug combination in presence of Fer-1 and/or Nec-1 for 72 h (1 μM of inhibitor content).

For determining cell-surface ESR2 level, cells were incubated with drugs alone or in combination for 72 h. The cells were trypsinized and re-suspended in PBS (500 μL), and further incubated with phycoerythrin-labeled anti-ESR2 antibody (1:100 dilution) for 30 min at room temperature. FACS analysis was performed at the FL2 channel.

FACS was also used for cell cycle analysis. After 72 h of incubation with different drug treatments (drug alone or in combination), MDA-MB-468 cells were fixed on ice with a 66% (v/v) ethanol solution in PBS and stored at 4 °C overnight. Cells were then washed twice with PBS and re-suspended in 1X propidium iodide and RNase staining solution (250 μL). Following 30 min of incubation at 37 °C, the cells were analyzed by flow cytometer. The fluorescence of propidium iodide was recorded on the FL2 channel. All the experiments were independently performed in triplicate and the data were processed using Kaluza Software 2.1.1.

### Fluorescence microscopy

MDA-MB-468 or MDA-MB-231 cells (5 × 10^3^ cells/well) were seeded on 8-well Ibidi chamber slides overnight and then treated with PBS (control), Sal (0.5 μM), Das (15 μM), or the drug combination (0.5 + 15 μM) for different time intervals (6, 12, 24, 48, and 72 h). DAPI (9 μM), DCF-DA (10 μM), or phycoerythrin-labeled anti-estrogen receptor β antibody (1:100 dilution) were used for staining the nucleus, the iROS, or the estrogen receptors β (ESR2), respectively, 30 min before imaging. The cells were then washed with PBS. The fluorescence images were acquired using EVOS FL Auto Fluorescence Microscope (Life Technologies, Carlsbad, CA).

### RNA extraction

Cells were seeded on a T25 culture flask (1 × 10^6^ cells/flask) overnight and then treated with PBS (control), drugs alone, or the drug combination for 24, 48, or 72 h. The total RNA was extracted and purified using the RNeasy Mini kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. The final RNAs was quality-controlled using Agilent 2100 Bioanalyzer and quantified by absorbance using NanoDrop, prior to be analyzed by RNA-seq or Reverse Transcription-quantitative Polymerase Chain Reaction (RT-qPCR).

### Transcriptome analysis

Library was constructed on the purified RNAs obtained from the PBS- or drug-treated MDA-MB-468 cells (4 biological replicates per condition), using Illumina TruSeq RNA preparation kit (Illumina, San Diego, CA). The samples were sequenced using HiSeq4000 sequencer with single-end 50 bps reads. The raw sequencing reads in BCL format were processed through bcl2fastq 2.19 (Illumina) for FASTQ conversion and demultiplexing. The RNA reads were aligned and mapped to the GRCh37 human reference genome by STAR (Version2.5.2) [29]. The transcriptome reconstruction was performed by Cufflinks (Version 2.1.1). The abundance of transcripts was measured with Cufflinks in Fragments Per Kilobase of exon model per Million mapped reads (FPKM) [30]. Gene expression profiles were constructed using the DESeq2 package [31]. The resulting corrected *p*-values were calculated based on the Benjamin-Hochberg’s method to adjust multiple testing and control the false discovery rate. Finally, Ingenuity Pathway Analysis (IPA 4.0, Ingenuity System) was used to model the differential gene expression data. The following cutoffs: adjusted *p*-value (*P*_adj_) < 0.01 and log2 fold gene expression change > 1.5 were applied prior to performing the data analysis. The raw RNA sequencing data reported in this paper is available in the Gene Expression Omnibus (GEO) database using the accession number GSE135514 and following the link:

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135514.

### Reverse transcription-quantitative polymerase chain reaction (RT-qPCR)

The first-strand cDNA library was synthesized from RNA samples (2 μg) using M-MLV reverse transcriptase reagent kit (Promega, Madison, WI). Quantitative real-time PCR was performed after adding the cDNA products (1 μL), the corresponding gene primer set (20 μM; 1 μL), and SYBR Green Master Mix (10 μL) to ultrapure water (13 μL). Forty-five cycles of qPCR gene amplification were performed. StepOnePlus Real-Time PCR system (Applied Biosystems, Foster City, CA) was used to conform the extension step. The number of cycles (C_T_) were normalized and corrected from the house keeping gene glyceraldehyde 3-phosphate dehydrogenase (GAPDH). Differential gene expression was expressed as a relative fold change compared to the results of the control cells treated with PBS only, using the comparative C_T_ method [32]. The sequences of the primers, listed in **Fig.****S1**, were designed using the National Center for Biotechnology Information (NCBI) software.

### Western blot

MDA-MB-468 or MDA-MB-231 cells were seeded on T25 culture flask (1 × 10^6^ cells/flask) overnight and treated with PBS (control), Sal (0.5 μM), Das (15 μM), or the drug combination for 72 h. Cells were then collected and lysed using RIPA buffer supplemented with 1% of phenylmethylsulfonyl fluoride (200 mM), 1% of protease inhibitor cocktail, and 1% of sodium orthovanadate (100 mM) (Santa Cruz Biotechnology Inc., Dallas, TX). The total protein contents in cell lysates were quantified using a microBCA assay (ThermoFisher Scientific, Waltham, MA). The samples (15 μg of proteins) were separated by NuPAGE™ 4–12% Bis-Tris Gel at 120 V and were subsequently transferred onto a polyvinylidene difluoride membrane. The membranes were blocked with 1X Tris buffered saline containing 0.1% of Tween (v/v) (TBST) and 8% (w/v) of skimmed milk for 1 h at room temperature, and then incubated with primary antibodies overnight at 4 °C. Membranes were washed 3 times with TBST buffer for 10 min and incubated with a 1:5000 dilution of the peroxidase-conjugated secondary antibody for 1 h at room temperature. Membranes were finally washed 3 times with TBST buffer for 10 min. The bound secondary antibodies were detected using SuperSignal West Pico PLUS Chemiluminescent Substrate. The chemiluminescent signals were collected using the Odyssey Two-color Infrared Laser Imaging System (Li-cor, Lincoln, NE) and the blots were processed and cropped using Image Studio Lite 5.2 software.

### siRNA transfection

To knockdown the ESR2 expression induced by the Sal treatment, MDA-MB-468 cells (5 × 10^4^ cells/well) were seeded on a 6-well plate overnight and then simultaneously treated with Sal (0.5 μM) and transfected with Silencer Select siRNA oligonucleotides (ThermoFisher Scientific, Waltham, MA), according to the manufacturer instructions. Briefly, siRNA (60 nM) was mixed with RNAiMAX transfection reagent in the presence of OptiMEM reduced serum medium for 5 min at room temperature. The siRNA-lipid complex and Sal were then co-incubated with the cells. An equimolar mixture of 3 different pre-designed siRNA (20 nM each) targeting multiple regions of ESR2 gene **(Table****S1****)** was used to silence the estrogen expression. Silencer control 1 (ctl1) and control 2 (ctl2) siRNA, not able to interact with any human RNA, were used as negative controls. 72 h after siRNA transfection and drug treatment, cells were harvested prior to performing FACS analysis and cell viability assay.

## Results

### Sal and Das synergistically inhibited different BC cell lines and spheroids

To investigate the cytotoxicity of our drug combination (S + D), we first determined the inhibitory concentration (IC_50_) values of Sal or Das on different human BC cell lines: MDA-MB-468, MDA-MB-231, and MCF-7. According to the specific IC_50_ values obtained, we applied different drug ratios and concentrations of the drug combination and evaluated the cytotoxic effects. Based on the cell growth inhibition, we calculated the combination index (CI) value of each dosage regimen using Compusyn software, and ultimately determined whether the drug combination was synergistic (CI < 1), additive (CI = 1), or antagonistic (CI > 1) [33]. Our results showed that Sal was generally more potent than Das regardless of the cell lines tested (Fig. 1b). Among the tested cell lines, the drug was more cytotoxic against MDA-MB-468 and MDA-MB-231 than MCF-7 (Fig. 1c). On the other hand, Das displayed relatively higher, micromolar range IC_50_ values on MDA-MB-468 and MCF-7 than MDA-MB-231. The results were expected since both MDA-MB-468 and MCF-7 are intrinsically resistant to Das [34]. We noted that for most drug combinations, the degree of synergism varied with the applied drug ratio and the tested cell lines (**Fig.****S2**) [35–37]. Similarly, we recognized that our drug combination offered a stronger (with lower CI values) and more reliable synergistic effect on MDA-MB-468 than MCF-7. We were able to use a variety of drug ratios and concentrations against MDA-MB-468 while maintaining synergism (**Fig.****S3****A**). On the other hand, although the drug combination could synergistically inhibit MCF-7, applying certain drug ratios, such as 1:60 (Sal:Das) for treatment resulted in an undesired antagonistic effect (Fig. 1d). Interestingly, both MDA-MB-468 and MDA-MB-231 are triple negative BC (TNBC) cells but they responded differently to the treatment. The drug combination primarily offered an antagonistic rather than a synergistic effect with regard to MDA-MB-231 (Fig. 1d). Nevertheless, we could formulate a couple of drug ratios (16:15 and 32:15) that endorsed synergism to the 3 tested cell lines. The synergistic effect of the drug combination in each cell line was further confirmed with Trypan Blue exclusion assay **(Fig.****S4****).**

Tumor spheroids offer more accurate tumor-mimicking models than the traditional cell culture systems [38]. For this reason, we also evaluated the cytotoxic effects of Sal and Das using tumor spheroids. We first prepared MDA-MB-468, MDA-MB-231, and MCF-7 spheroids in 96-well round-bottom plates (Figs. 1e and f). We then determined the combined cytotoxic effects of Sal and Das using the same approach we applied to our cell culture studies. In general, Sal was more potent than Das regardless of the tested spheroids. Compared to the monolayer cell culture method, we needed to apply a higher drug concentration in order to effectively eradicate the tumor spheroids, as indicated by the relatively higher IC_50_ values of Sal and Das (Figs. 1g and h). The spheroids were significantly more resistant to the drug treatments probably due to the complexity of the 3D structure as well as the limited penetration and diffusion of the drugs into the aggregates [39]. In the cell culture studies, the drug combination showed synergism against MDA-MB-468 and MCF-7 (**Fig.****S3****B**). However, there were remarkable differences in terms of the optimal drug ratio used for treating cell lines and tumor spheroids (Figs. 1h and i). A drug ratio of 32:15 had a strong synergistic effect on MDA-MB-468 cells, but an antagonistic effect on the spheroids. In fact, the optimal drug ratio offering the strongest synergistic effect on the spheroids was 1:30. Further studies are required to investigate whether the observed discrepancies originated from differences in spheroidal penetration, and thus cellular uptakes, of the 2 drugs [40, 41]. Overall, we demonstrated that our drug combination synergism was volatile, and strongly relied on the applied drug ratio as well as the employed cell culture and tumor spheroid models. Nevertheless, for the three BC cell lines tested, the drug combination was more effective to fragment the 3D spheroids compared to the drugs alone, as shown by the increase of the spheroids size **(Fig.****S5****).** Despite the fact that it was feasible to obtain synergism for MDA-MB-468, MDA-MB-231, and MCF-7 by fine-tuning the drug ratio, for ease of comparison, we chose cell cultures for further studying the synergistic mechanism of the drug combination at the molecular level.

### Sal and Das induced intracellular ROS (iROS) in BC cell lines in a time-dependent manner

Sal has been shown to induce iROS production, suppress the phosphoinositide 3-kinase/protein kinase B/mammalian target of rapamycin signaling pathways (PI3K/AKT/mTOR), and cause apoptosis in prostate, brain, and breast cancer cells [42–44]. Das can also induce iROS [45]. These provided the rationale for us to investigate whether the drug combination would enhance the ROS increase in different human BC cell lines including MDA-MB-468, MDA-MB-231, and MCF-7, and thereby promote cytotoxicity compared to using Sal or Das alone. To test this hypothesis, we measured the kinetic changes of iROS levels in cells treated with Sal and/or Das using flow cytometry. Subsequent fluorescence-activated cell sorting (FACS) analysis revealed that there was a lag of iROS induction by Sal (Fig. 2a). The drug only began to induce iROS 12 to 24 h after incubation (depending on the tested cell lines). In contrast, Das rapidly induced iROS, with the level reaching a plateau after 24 h. Despite the iROS increase after an initial transient phase, Sal was able to induce more iROS over a longer period of time (72 h) compared to Das (24 h). When the cells were concurrently treated with Sal and Das, the increase in the iROS level followed a 2-step kinetic. Presumably the 2 drugs worked together to serially induce ROS, first by Das and then by Sal. We further examined the drug-induced iROS in MDA-MB-468 cells under a fluorescence microscope, using dichlorofluorescein diacetate (DCF-DA) as the staining for visualization. Green fluorescence (iROS) began to appear in cells 24 h after Sal incubation (Fig. 2b). Nearly all cells treated with Das showed fluorescence signals as early as 6 h. Compared to each drug alone, the drug combination induced more apoptosis, as shown by an increase of the apoptotic (AnV^+^PI^−^) and (AnV^+^PI^+^) cell populations accompanied with a decrease of the number of healthy cells **(**Figs. 2c-d **and****S6****).** AnV is known for detecting cell-surface exposure of phosphatidylserine triggered by apoptosis, ferropotosis, and/or necroptosis. Here, an addition of ferrostatin-1 (Fer-1) and/or necrostatin-1 (Nec-1) did not rescue the cell death, suggesting the cell-killing effect was unlikely from the results of ferropotosis or necroptosis **(Fig.****S7****).** Phase-contrast microscopic imaging also showed that cells treated with the drugs became unhealthy (shrank) over time (Fig. 2e). This prompted us to further investigate whether the cytotoxic effects of Sal and Das were also time-dependent. As expected, Sal showed a lag of the cytotoxic effect on MDA-MB-468 cells. A plot of the ratio of non-treated cell number to treated cell number with time revealed a 12 h delay of the cytotoxic effect (Fig. 2f). In contrast, Das rapidly executed its desired drug activity. Interestingly, we were able to obtain a similar iROS generation and cytotoxic profiles whether the drugs were given concurrently or sequentially with Das and then followed by Sal (Figs. 2g and h). However, reversing the order of the drug incubations (Sal followed by Das) significantly weakened the iROS production as well as the cytotoxic effect during the first 24 h of treatment (Figs. 2g and h).

**Fig. 2:**
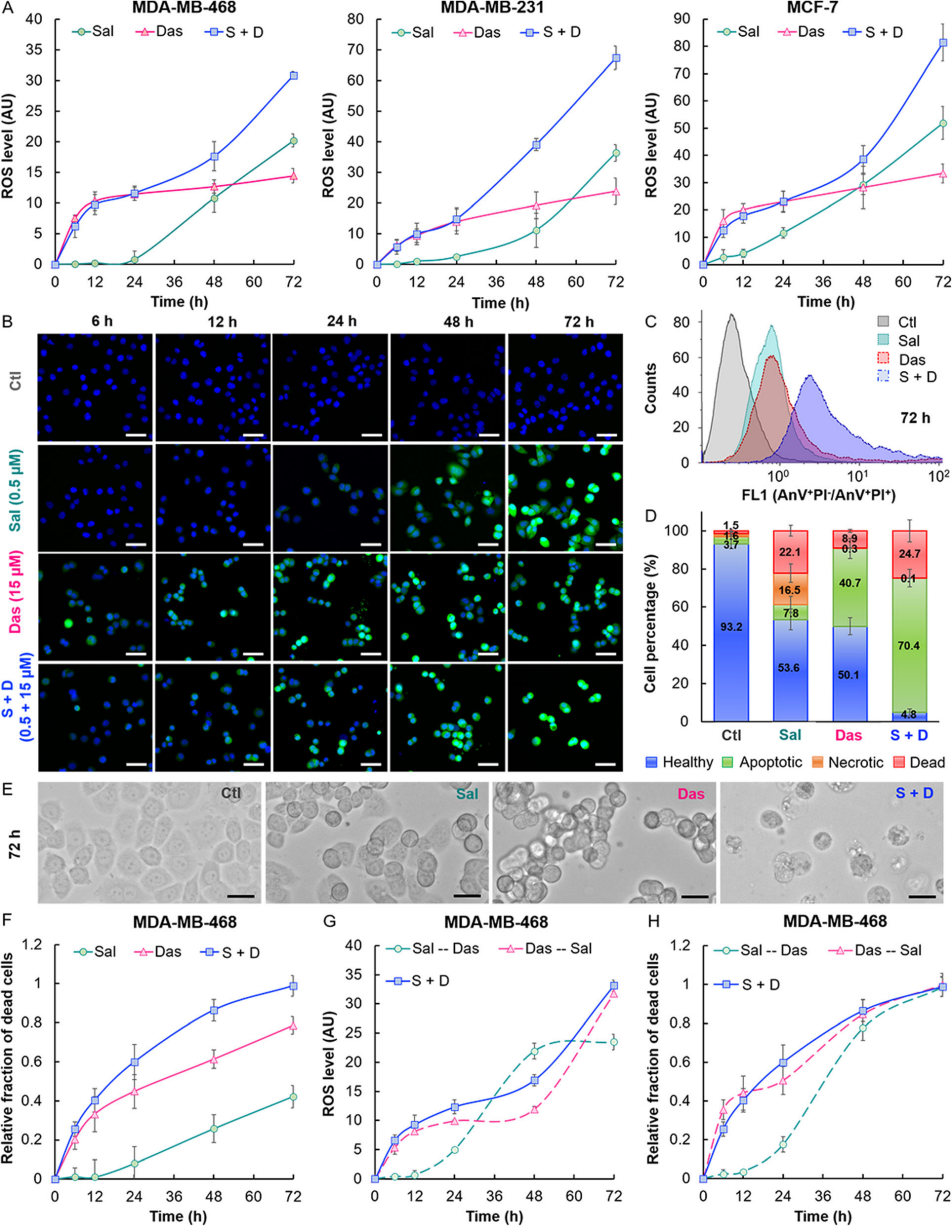
The drug combination enriched iROS production and promoted cytotoxicity compared to Sal or Das alone, in a time-dependent manner. **a** Plots of the drug-induced iROS level versus time. The induction of iROS by the drug combination followed a 2-step kinetic. MDA-MB-468, MDA-MB-231, and MCF-7 cell lines were treated with individual drugs (at the corresponding IC_50_ concentration (Fig. 1c)) or the 2-drug mixture prior to incubation with DCF-DA for FACS analysis of the iROS level. The mean fluorescence was calculated by comparison with PBS-treated cells (control). **b** Fluorescence microscopy confirmed that the drug-induced iROS increase in treated MDA-MB-468 cells was time-dependent. Prior to imaging, the cells were treated with DCF-DA and DAPI for staining the iROS (green) and nucleus (blue), respectively. Scale bar is 45 μm. **c** A flow cytometry graph showing the increase of the apoptotic (AnV^+^PI^−^)/dead (AnV^+^PI^+^) cell population in response to the drug treatments. MDA-MB-468 cells were incubated with Sal (0.5 μM), Das (15 μM) or the 2-drugs combination for 72 h prior to staining with AnV-FITC and PI for FACS analysis. **d** Graph bars showing the percentage of healthy, apoptotic, necrotic, and dead cells following treatment with PBS (control) Sal, Das, or S + D for 72 h (see **Fig.****S6** for detailed quantification of the cell populations). **e** Representative microscopic images of MDA-MB-468 cells 72 h after drug incubation. Scale bar is 25 μm. **f** Cell viability assay showed that the cytotoxicities of Sal and Das alone or the drug combination were also time-dependent. **g-h** Comparing the cytotoxicities of the same drug combination applied sequentially and concurrently for treating MDA-MB-468 cell line. The cells were treated sequentially with Sal and followed by Das (Sal--Das) or Das and then Sal (Das--Sal), or concurrently with Sal and Das (S + D). The concentration of Sal and Das used in this study was 0.5 and 15 μM, respectively. Plots showing the changes in the (**g**) iROS level and (**h**) ratio of the drug-treated to non-treated cell numbers over time. All the experiments were independently performed in triplicate

### Sal and Das suppressed genes regulated by STAT3, Wnt/β-catenin, and Hedgehog cell signaling pathways

The mechanisms of action of both Sal and Das are complex. It has been widely reported that these two drugs regulate multiple signaling pathways including STAT3, Wnt/β-catenin, and hedgehog [16–18, 46, 47]. RNA-seq is a combinatorial technique that allows for quantifying global gene expression in biological samples. We employed this next generation sequencing technique to provide an initial insight into how Sal and Das alone, as well as in combination, modulated gene expression in the MDA-MB-468 cell line at 24 and 72 h. 

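MDA-MB-468 is an established cell line of triple-negative breast cancer. Cells received PBS (control), 0.5 μM Sal, 15 μM Das or both drugs at these doses (S + D), and RNA was taken after 24 or 72 h from 4 biological replicates of each of the 8 conditions, 32 libraries in all. The authors built the libraries with the TruSeq kit, sequenced short single-end reads, aligned them to GRCh37 with STAR and deposited the number of reads on each gene, without normalization. Of the 48804 Ensembl genes listed, 33132 had at least 1 count. The paper's text names neither the program that counted the reads nor its gene annotation, and does not say whether the strand of a read was used. The FPKM values that its methods describe were not used here. At 24 h, a library held from 32788584 to 42769687 counts in the control (median 35625698.5), from 28721753 to 38532313 with Sal (median 35477967.5), from 25692561 to 40576754 with Das (median 32092161) and from 29616013 to 33390639 with S + D (median 31515018). At 72 h, the totals ran from 30852148 to 38613627 in the control (median 37050906), from 29143860 to 40234975 with Sal (median 30251161.5), from 27812240 to 39373515 with Das (median 31637954) and from 32378890 to 38519318 with S + D (median 34419114.5). Counts were scaled by edgeR's TMM method and are given as CPM (the counts of a gene scaled to a common library total). For each time point, 1 model was fitted to 16 libraries over the genes that edgeR's filterByExpr kept, 16357 genes at 24 h and 16682 at 72 h. Following the paper's methods, genes were counted as changed past both an adjusted p of 0.01 and an absolute log2 fold change of 1.5, and a gene named by the paper was called changed at an adjusted p under 0.01. Where no library of a group held more than 3 counts of a gene, its fold change is given as a lower bound against 3 counts.
In each condition, 1 library carries no replicate number and the other 3 are numbered from 1 to 3. The unnumbered libraries deviated together from the means of their conditions, with a correlation across genes, which are not independent replicates, between 0.61 and 0.69 at 24 h and between 0.53 and 0.63 at 72 h for the 6 pairs of each time point. Libraries with different numbers had a median correlation of -0.07 at 24 h and -0.05 at 72 h. The unnumbered libraries were therefore taken as a separate batch, which holds 1 library per condition and gives no comparison of its own. The main model has no term for it, so its tests count the batch as spread within a condition. With such a term, added after seeing the data, 8 of 182 values of named genes gained a call and 0 lost one. Counts, set medians and log2 fold changes were computed from the 3 numbered libraries of each condition as well. On the first principal component of the 72 h libraries, which held 66.0% of the variance, the controls lay between -104 and -93.3, Das between -79.3 and -6.40, Sal between 51.1 and 64.2 and S + D between 67.0 and 72.6. The Das library nearest the controls was replicate 3.

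**Figure D1:**
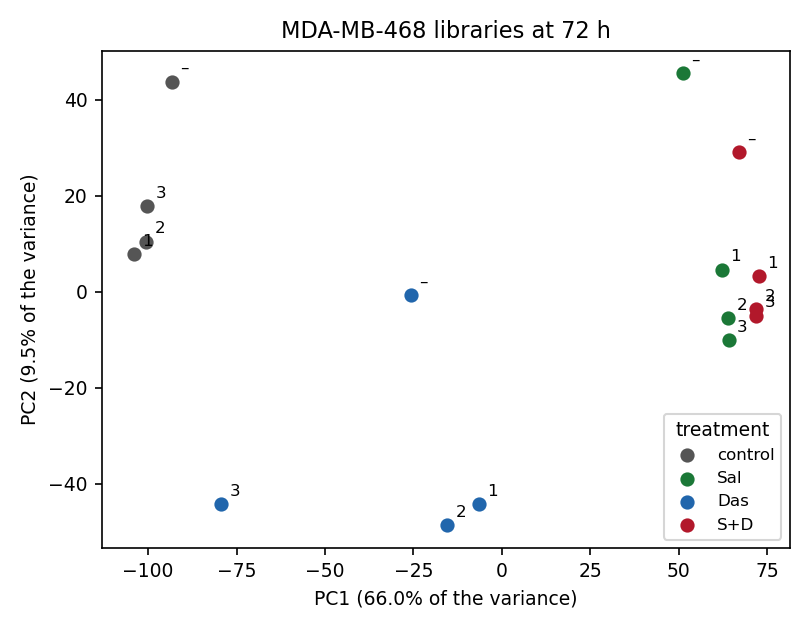
The 16 libraries of 72 h on their first principal component (x axis, 66.0% of the variance) and second principal component (y axis, 9.54%), from log2 CPM. Each point is 1 library, coloured by treatment and marked with its replicate number, or with a dash where it has none; the Das libraries spread from -79.3 (replicate 3) to -6.40 (replicate 1) on the x axis.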

Each drug treatment displayed a unique gene expression profile**.** We found that the number of genes that were modulated, whether they were upregulated or downregulated, regardless of the treatments, increased over time (**Table****S2**). 

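At 24 h, 117 genes were higher and 1 lower with Sal, 242 higher and 166 lower with Das, and 512 higher and 479 lower with S + D, past both cutoffs. The gene lower with Sal was LRRC4 (ENSG00000128594; log2 fold change -2.16, standard error 0.48, adjusted p = 0.0096 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is named here after its values were seen. At 72 h, 1539 genes were higher and 1576 lower with Sal, 448 higher and 390 lower with Das, and 1617 higher and 1747 lower with S + D. From the numbered libraries alone, 104 genes were higher and 5 lower with Sal at 24 h, 336 and 210 with Das, and 559 and 554 with S + D, while at 72 h the numbers were 1556 and 1741 with Sal, 414 and 426 with Das, and 1617 and 1818 with S + D. Among the alternatives, dropping the cutoff on the fold change moved the counts most, to 745 genes higher and 364 lower with Sal at 24 h. Without the unnumbered Sal library of 24 h, 69 genes were higher with Sal at that time, and 2 genes were lower in place of 1 without that library, without control replicate 3, or without Sal replicate 1 or 2. Whether a response itself differed between the time points was tested as an interaction in 1 model of all 32 libraries over 17227 genes. Past both cutoffs, the response to Sal differed between 72 h and 24 h for 1368 genes, that to Das for 16 and that to S + D for 962. The numbered libraries gave 1978, 111 and 1306 genes. The number for Das lay between 8, without control replicate 1 of 24 h, and 64, without Das replicate 3 of 72 h.
The genes with the largest changes at 72 h were taken among those with a mean of at least 1 CPM in a group, past both cutoffs and changed in all 4 treated libraries. With Sal, HTRA3, NPHS1 and PDIA2, which had 0 counts in every control library, were at least 124-fold, 52.3-fold and 47.3-fold higher. PPP1R1A was at least 25.1-fold lower with Sal, and the log2 fold changes of LRRC55 and ITGA9 were -7.10 and -7.23. With Das, CGA was at least 41.4-fold higher, from 19 to 352 counts per library. Its mean with Das was 3.6 ± 3.5 CPM (SD, n = 4), so the bound depends strongly on the highest library. With Das, SERHL2 and SMOC1 had log2 fold changes of 5.77 and 5.41, and TNC and LRRC55 had -6.24 and -6.51, next to EGR1. From the numbered libraries, the log2 fold changes were -7.00 and -6.92 with Sal for LRRC55 and ITGA9, and 5.79, 5.17, -6.06 and -6.29 with Das for SERHL2, SMOC1, TNC and LRRC55. With S + D, HTRA3, NPHS1 and DMRT1 were at least 118.5-fold, 90.9-fold and 226-fold higher, and TM4SF18-AS1 and AQP5-AS1 at least 66.3-fold and 54.0-fold lower, next to EGR1. For each of the lower bounds, every treated library lay beyond every control library, as the rule of choice required. The exact permutation test then gives a two-sided p of 0.0286, the smallest that 4 libraries against 4 allow. Since the rule fixed this outcome, it is not independent evidence.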

Genes that were commonly regulated by the drugs alone or the drug combination increased from 18 to 480 over time **(**Fig. 3a**).** Among all the common 480 genes, 239 and 240 of them were upregulated and downregulated, respectively. 

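Past both cutoffs, 35 genes were changed by all 3 treatments at 24 h, 34 of them higher and 1 lower in each. At 72 h the number was 614, with 337 higher and 274 lower in all 3 treatments and 3 in different directions. The numbered libraries alone gave 53 genes at 24 h and 625 at 72 h. At 24 h, 71 further genes were shared by Sal and S + D, 316 by Das and S + D and 0 by Sal and Das, and 12, 57 and 569 were changed by Sal, Das and S + D alone. At 72 h, 1952 genes were shared by Sal and S + D, 94 by Das and S + D and 22 by Sal and Das, and 527, 108 and 704 were changed by Sal, Das and S + D alone. Fitting only the groups compared moved the number at 24 h to 19, and dropping the cutoff on the fold change moved it to 529. It fell to 21 without control replicate 2 of 24 h, and moved by more than 1.5 times without control replicate 1 or 3 as well. The 3 comparisons share their control libraries, which by itself makes their fold changes alike, so 20 sets of unchanged treated groups were simulated against the same controls. Across genes, which are not independent replicates, the log2 fold changes of Sal and Das had a correlation of 0.54 at 24 h and 0.74 at 72 h, against a simulated median of 0.49 at each time point. Their signs were the same for 70.9% of genes at 24 h and 79.1% at 72 h, against 66.6% and 66.5% in the simulations. When each treatment was compared with control libraries of its own, 1, 1 and 2 of the 4, from 120 to 167 genes were changed by all 3 treatments at 72 h over the 12 ways to share them out, and from 2 to 5 at 24 h. Compared with the same 1 control library, the numbers were from 146 to 240 and from 3 to 12.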

(Fig. 3b). We then investigated the expression of the downstream targeted genes that are known to be regulated by Sal via modulations of the STAT3 (13 genes), Wnt/β-catenin (10 genes), and hedgehog (32 genes) pathways (**Fig.****S8**). Among all these genes that we analyzed, *CCND1* (which encodes cyclin D1) was the only one that has been reported to be regulated by all 3 pathways. *MYC* (which encodes myc) is the common targeted gene of the STAT3 and Wnt/β-catenin pathways. According to the differential expression of the genes, we found that more than 40% of the genes associated with the 3 pathways were suppressed by either Sal or Das (Fig. 3b). As expected, most of the genes that were downregulated by Sal were also downregulated by Das (Fig. 3c). However, the drug combination did not seem to increase the number of the genes being modulated. Further, only 10 out of the 50 genes that we analyzed were either additively or synergistically suppressed by the drug combination (**Fig.****S8**). Despite a predicted significant overlap in the activities of Sal and Das (Fig. 3d-e), using the drug combination only partially enhanced the suppression of certain downstream targeted genes known to be regulated by the STAT3, Wnt/β-catenin, and hedgehog pathways. Those results strongly suggested that Sal and Das might display their synergistic effect through alternative cell signaling pathways.

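Fig. 3E names 19 genes of the 3 pathways, all of which passed the filter on low counts. The longer lists of Fig. S8 were not analysed here. At 72 h, 18 of the 19 genes were lower with Sal, 14 with Das and 19 with S + D at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none was higher. Adjusted over the list alone, the numbers were 18, 15 and 19, which is not independent evidence since the study chose the list on these samples. Past both cutoffs, 12, 6 and 15 of the genes were lower. The median log2 fold change was -2.04 with Sal, -1.07 with Das and -2.36 with S + D. Of the 5 STAT3 genes, 5 were lower with Sal and 4 with Das; of the 5 Wnt genes, 5 and 5; and of the 12 hedgehog genes, 11 and 8. The gene not called with Sal was BMP5, at a log2 fold change of -1.16 (standard error 0.49, adjusted p = 0.0462). With Das, BIRC5 had a log2 fold change of -0.81 (adjusted p = 0.102), BMP5 -1.62 (0.0204), WNT3A -0.64 (0.118), WNT4 -0.57 (0.0855) and WNT10B -1.07 (0.0329). The numbered libraries gave -1.36 for BMP5 with Sal, and -0.80, -1.48, -0.63, -0.79 and -1.29 for these 5 genes with Das, with WNT4 then called lower. The largest fall with Das was that of MMP7 (ENSG00000137673, chromosome 11 from 102391239 to 102401481 of GRCh37), from 10.4 ± 2.27 CPM (SD, n = 4) in the control to 0.379 ± 0.151 CPM (SD, n = 4). Fitting only the groups compared removed the calls of CD44, SFRP1 and AXIN2 with Das and added that of BMP5 with Sal. Over the alternatives that keep all replicates or the numbered ones, the adjusted p ran from 0.00012 to 0.018 for CD44, from 0.000136 to 0.025 for SFRP1, from 0.0013 to 0.0248 for AXIN2, from 0.00388 to 0.0565 for BMP5, from 0.00417 to 0.0872 for WNT4 and from 0.00384 to 0.0656 for WNT10B with Das, and from 0.0067 to 0.0601 for BMP5 with Sal. Of these 8 alternatives, CD44 was called with Das in 7, SFRP1 and AXIN2 in 6 each, BMP5 and WNT4 in 3 each and WNT10B in 2. The call of AXIN2, 25.3% of whose exon bases another gene shares, was also absent in the numbered libraries and in 5 of the 8 fits that each left out 1 library, with an adjusted p of up to 0.0309 without Das replicate 1. Without that library, CD44 (0.0108) and SFRP1 (0.0121) were not called either, nor was SFRP1 without control replicate 2 (0.0105), while BMP5 was called with Das without Das replicate 3 (0.000232).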

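For the 19 genes of Fig. 3E at 72 h, the log2 fold change with S + D was compared with the sum of those with Sal and with Das, as the interaction term of the model, in which a value of 0 is a response equal to the sum and a positive value is a smaller fall. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 genes differed from the sum at an adjusted p under 0.01, and 12 when adjusted over the list alone, which the study chose on these samples. All 7 fell by less than the sum, and the median interaction over the 19 genes was 1.07. It was 4.10 (standard error 0.56, adjusted p = 0.00023) for MMP7, 1.76 (3e-04) for CD44, 1.07 (0.00102) for SFRP1, 2.46 (0.000156) for RUNX2, 2.19 (0.000348) for WNT10A and 0.66 (0.00434) for STAT3, and MYC was the seventh gene. From the numbered libraries, the interaction was 4.52 for MMP7, 1.87 for CD44, 1.10 for SFRP1, 2.54 for RUNX2, 2.45 for WNT10A and 0.72 for STAT3. The call of STAT3 was absent with no filter on low counts, with an adjusted p from 2.24e-05 to 0.0116 over the alternatives, and in 6 of the 16 fits that each left out 1 library, with an adjusted p of up to 0.0134 without Sal replicate 2. Compared directly, 13 of the 19 genes had a lower estimate with S + D than with Sal. CCND1 was lower by the test, and CD44 was higher, with a log2 difference of 0.93 (standard error 0.18, adjusted p = 0.00354), or 1.02 from the numbered libraries. This call was absent in 6 of the 8 fits that each left out 1 library, with an adjusted p of up to 0.0148 without Sal replicate 2. Without an adjustment, the p of this comparison was under 0.05 for 9 of the 19 genes.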

**Fig. 3:**
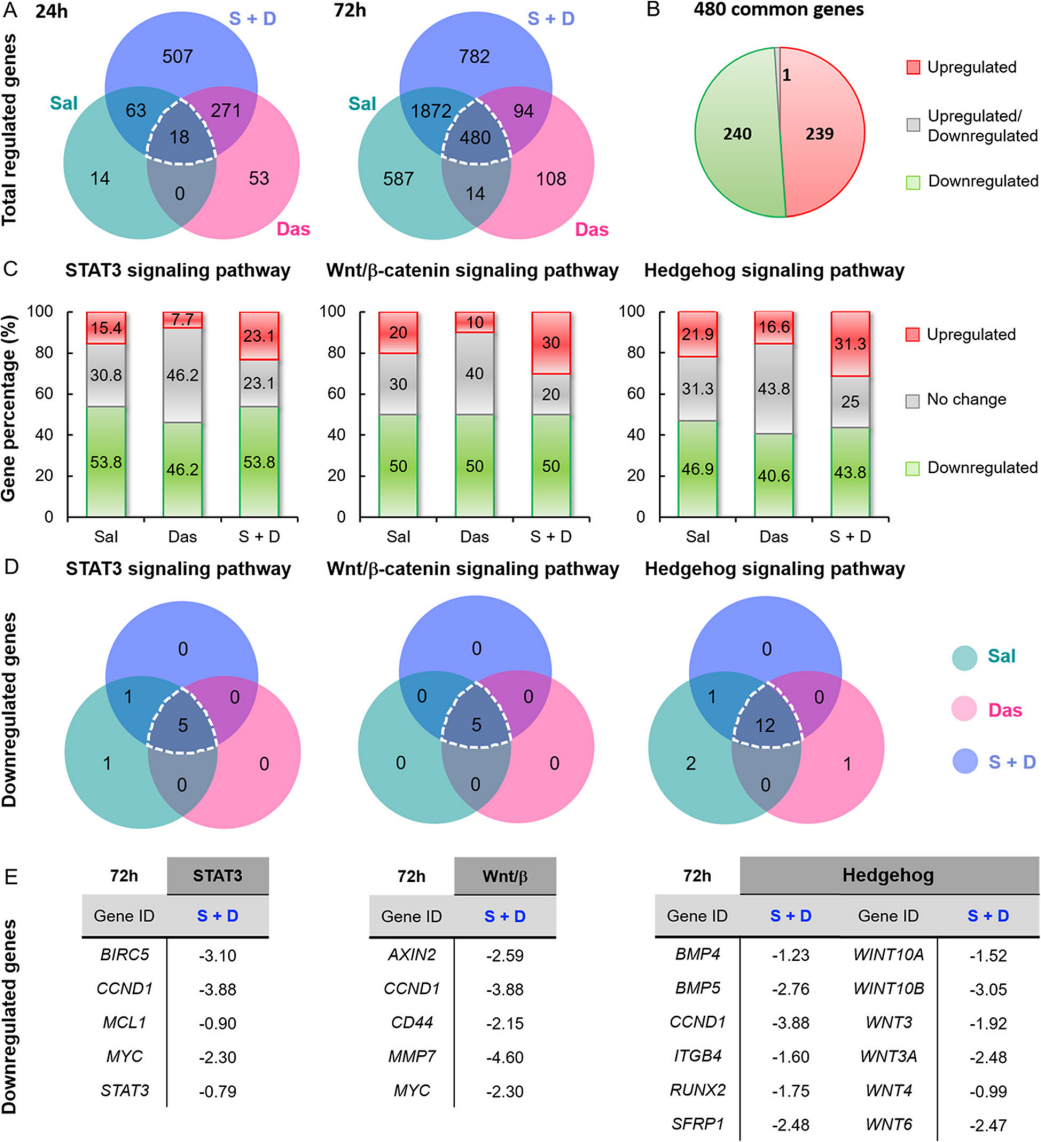
Inhibition of STAT3, Wnt/β-catenin, and hedgehog signaling pathways by Sal and Das. **a** Venn diagrams showing the total number of genes that were commonly regulated (downregulated and upregulated) by the 3 different drug treatments (Sal, Das, and S + D). MDA-MB-468 cells were incubated with the drugs for 24 h and 72 h prior RNA-seq analysis. **b** A pie chart showing the number of genes that were commonly upregulated and downregulated among the treatment conditions. **c** Graph bars showing the percentage of drug-induced upregulation and downregulation of the targeted genes that are known to be modulated by the STAT3 (13 genes), Wnt/β-catenin (10 genes), and hedgehog (32 genes) pathways (also see **Fig.****S8** for the full list of the genes analyzed). MDA-MB-468 cells were treated with drugs alone or in combination for 72 h prior to extract the mRNAs for RNA-seq analysis. The experiments were independently performed in quadruplicate. **d** Venn diagrams showing a significant overlapping of the activities between Sal and Das. **e** Lists of the genes that were commonly downregulated by Sal, Das, and the drug combination

### Sal and Das exhibited synergistic effect of cell cycle arrest through a partial suppression of the estrogen-mediated S-phase entry pathway

To investigate the synergistic mechanisms of the drug combinations, we used Ingenuity Pathway Analysis software (IPA 4.0) to identify any significant canonical pathways that were modulated by the drug treatments, based on global differential gene expression in MDA-MB-468 cell lines. Our results showed that the estrogen-mediated S-phase entry pathway was the most significant one modulated by Sal after 72 h of treatment (Fig. 4a). The pathway is composed of 26 genes/proteins working together as gatekeepers for G1/S phase progression (Fig. 4b). Sal modulated 54% of the genes (14 out of 26 genes), with 12 of them downregulated. 

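The 26 genes of the pathway were taken as the 16 genes of Fig. 4C with the members of the other nodes of Fig. 4B, which may not be the list that IPA holds. At 72 h, 21 of them were changed by Sal at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 17 lower and 4 higher, which is 80.8%. Adjusted over the list alone, the number was also 21, which is not independent evidence since the study chose the pathway on these samples. Past both cutoffs, 15 were changed, and from the numbered libraries 21 were changed at the adjusted p alone. CCNA2 (ENSG00000145386, chromosome 4 from 122737599 to 122745038 of GRCh37) fell from 112 ± 13.0 CPM (SD, n = 4) to 14.2 ± 3.79 CPM (SD, n = 4), a log2 fold change of -2.97 (standard error 0.32, adjusted p = 4.95e-07), or -3.25 from the numbered libraries. MYC (ENSG00000136997) fell from 149 ± 25.1 to 20.5 ± 1.21 CPM (SD, n = 4), a log2 fold change of -2.86 (standard error 0.19, adjusted p = 5.71e-09), or -2.96 from the numbered libraries. The log2 fold change was -2.66 for CDK1, -2.59 for CCNE2, -2.17 for CDC25A and -1.59 for CDK2, and -3.03, -2.92, -2.43 and -1.72 from the numbered libraries. Other genes share 37.1% of the exon bases of CCNE2, 16.8% of those of CDK2 and 9.2% of those of CCNA2. Besides ESR2, the genes that rose were CCNA1 (3.38, from 0.273 ± 0.133 to 2.87 ± 2.60 CPM, SD, n = 4), CDKN1A (1.12) and E2F4 (0.83). They were at 2.87, 0.95 and 0.83 in the numbered libraries, and CCNA1 was at 2.51 without the unnumbered Sal library. The median log2 fold change of the 26 genes was -1.19, and -1.2 from the numbered libraries. As a set, the genes stood apart from the other genes tested by limma's camera with a preset correlation of 0.01 between genes (two-sided p = 0.00158). For the S-phase entry set with Sal, Das and S + D and the BRCA1 set with S + D, the calls of camera also held under fry, and none held with a correlation estimated from the data, under which the p was 0.189 for Sal here.

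**Figure D2:**
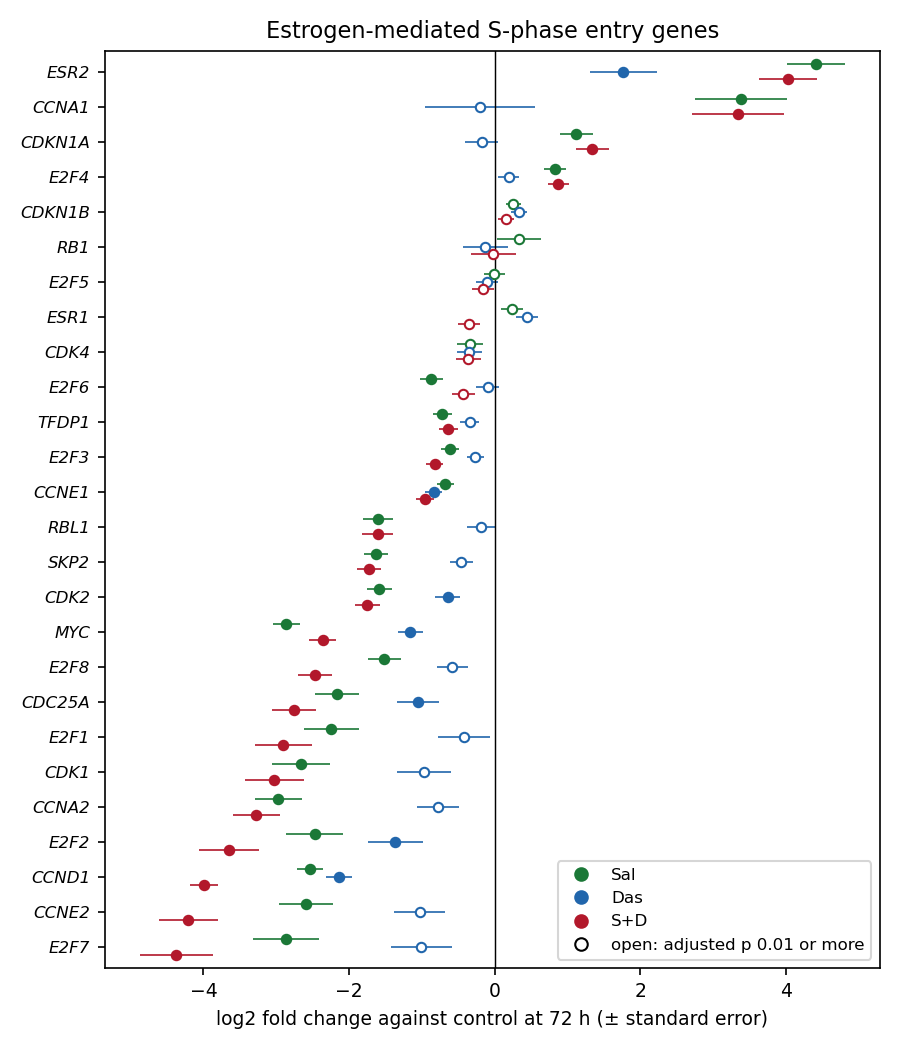
Log2 fold change against control at 72 h (x axis) of the 26 genes of the estrogen-mediated S-phase entry pathway (y axis) with Sal, Das and S + D. Points are estimates from 4 libraries per condition with their standard errors, filled where the adjusted p was under 0.01, as for 21 genes with Sal, 7 with Das and 20 with S + D.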

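At 24 h, 25 of the 26 genes of the estrogen-mediated S-phase entry pathway passed the filter on low counts, and ESR2, with 0 to 9 counts per library, did not. Of these, 6 were changed by Sal at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all of them lower, and 12 were when adjusted over the list alone. The number rose to 15 in the numbered libraries and to 17 with a term for the batch of the unnumbered libraries, both chosen after seeing the data. It fell to 3 in the fits of only the groups compared, of all 32 libraries and with no filter on low counts, and without control replicate 3. Their log2 fold changes were -1.03 (standard error 0.16, adjusted p = 0.000416) for CCND1, -0.85 (0.000279) for MYC, -0.52 (0.00113) for CDC25A, -0.39 (0.00213) for CCNE1, -0.46 (0.00474) for SKP2 and -0.68 (0.00823) for E2F7. From the numbered libraries these were -0.89, -0.67, -0.41, -0.37, -0.40 and -0.53. CCND1 and MYC were called in each of 8 alternatives, CDC25A in 6 (adjusted p from 1.16e-07 to 0.139), CCNE1 in 6 (from 1.49e-07 to 0.0214), SKP2 in 5 (from 1.78e-05 to 0.0252) and E2F7 in 5 (from 8.5e-05 to 0.205). In the 8 fits that each left out 1 library, the call was absent in 2 for CCNE1, in 5 for SKP2 and in 6 for E2F7. The largest adjusted p was 0.0106 for CCNE1, without control replicate 3, and 0.0202 for SKP2 and 0.029 for E2F7, without control replicate 1. None was past the cutoff on the fold change as well, and 18 of the 25 genes had an unadjusted p under 0.05. At 24 h, the median was a log2 fold change of -0.39. E2F2 had a log2 fold change of -0.41 (standard error 0.16, adjusted p = 0.0961) at 24 h, and was called lower in 3 of its 8 alternatives, among them the numbered libraries, at -0.32 (adjusted p = 0.000412, from 0.000412 to 0.447 over its 8 alternatives). In the model of both time points, the response to Sal differed between 72 h and 24 h for 15 of the 26 genes at an adjusted p under 0.01, 14 with a lower and 1 with a higher value at 72 h. The difference was -2.34 (standard error 0.35, adjusted p = 1.16e-05) for CCNA2 and -2.00 (standard error 0.22, adjusted p = 1.44e-07) for MYC, and -2.7 and -2.27 from the numbered libraries.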

The Sal-induced gene expression changes were time-dependent, as there was a limited transcriptomic change when the cells were treated with Sal for only 24 h (**Fig.****S9**). On the other hand, Das could only suppress 5 of the genes associated with the estrogen-mediated S-phase entry pathway, which included *CCND1*, *CDC25A*, *CDK2*, *E2F2*, and *MYC* (Fig. 4c). 

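Of the 26 genes, 7 were changed by Das at 72 h at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes and adjusted over the list alone. The 6 lower genes were CCND1, at a log2 fold change of -2.14 (standard error 0.18, adjusted p = 2.44e-07), MYC at -1.16 (0.000126), CCNE1 at -0.84 (7.67e-05), CDC25A at -1.06 (0.0094), CDK2 at -0.64 (0.00774) and E2F2, and ESR2 was higher. The numbered libraries gave 6 genes, with -2.07 for CCND1, -1.27 for MYC, -0.81 for CCNE1, -0.94 for CDC25A (not called, with an adjusted p from 0.000517 to 0.0146 over its 8 alternatives) and -0.65 for CDK2. Past both cutoffs, 2 genes were changed. The number depended on single libraries and moved by more than 1.5 times in each of the 8 fits that left out 1, from 3 without control replicate 1 to 13 without Das replicate 3. CDC25A and CDK2 were called in 1 of these fits, the one without Das replicate 3, and had an adjusted p of up to 0.038 and 0.0355 without Das replicate 1. Fitting only the groups compared gave 3 genes, and fitting all 32 libraries gave 10. Over the set, the median log2 fold change was -0.38 (limma's camera, n = 26 genes, two-sided p = 0.00116), and -0.44 from the numbered libraries. With a correlation estimated from the data, the p of camera was 0.177. Some other splits of the 8 libraries gave an absolute median as large, so chance in the grouping stays open for this median.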

*CCND1* and *MYC* are the downstream targeted genes of the STAT3, Wnt/β-catenin, and/or hedgehog pathways (see the above section). We also discovered that either Sal or Das was able to suppress *E2F2*. 

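E2F2 (ENSG00000007968, chromosome 1 from 23832930 to 23857725 of GRCh37) had 124 ± 10.7 CPM (SD, n = 4) in the control at 72 h, 22.4 ± 12.9 CPM (SD, n = 4) with Sal and 48.3 ± 25.5 CPM (SD, n = 4) with Das. Its log2 fold change was -2.47 with Sal (standard error 0.39, adjusted p = 2.89e-05) and -1.37 with Das (standard error 0.37, adjusted p = 0.00982) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -2.91 and -1.44 from the numbered libraries. All 4 libraries of each drug lay below every control library. With each library left out in turn, the log2 fold change with Das stayed between -1.69 and -1.14, and it was past the adjusted p of 0.01 in 1 of the 8 fits, the one without Das replicate 3; the largest adjusted p was 0.0375, without Das replicate 2. When only the groups compared were fitted, the adjusted p with Das was 0.0101, at the upper end of a range from 0.000347 to 0.0101 over its 8 alternatives.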

Most importantly, following the 2-drugs combination treatment, the proportion of genes modulated in the estrogen-mediated S-phase entry pathway increased from 54 to 58% compared to Sal monotherapy **(**Fig. 4a**)**. This strongly suggests that the modulation of the estrogen-mediated S-phase entry pathway is mainly induced by Sal but the addition of Das further contributed to its inhibition, as Das enhanced the suppressions of most genes (10 out of 12) found downregulated by Sal (Fig. 4c). 

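With S + D at 72 h, 20 of the 26 genes were changed at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 lower and 4 higher, which is 76.9%; adjusted over the list alone the number was the same, 20. Past both cutoffs, 15 genes were changed, as many as with Sal, and the numbered libraries gave 20 at the adjusted p alone. The largest fall was that of E2F7 (-4.37, standard error 0.50, adjusted p = 8.55e-07), and CCNE2 (-4.21), CCNA2 (-3.27) and CDK1 (-3.03) were lower too, with -4.6, -4.31, -3.55 and -3.4 from the numbered libraries. For the set, the median log2 fold change was -1.28 (limma's camera, n = 26 genes, two-sided p = 0.000203), and -1.37 from the numbered libraries.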

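Of the 17 genes lowered by Sal, 14 had a lower estimate with S + D than with Sal at 72 h, with a median log2 difference of -0.30 and a range from -1.62 to 0.50. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 of them differed between S + D and Sal at an adjusted p under 0.01, CCND1, with a log2 difference of -1.45 (standard error 0.18, adjusted p = 6.91e-05), or -1.38 from the numbered libraries. Without an adjustment, the p was under 0.05 for 8 of the 17. Among the 13 genes of Fig. 4C that Sal lowered, 12 had a lower estimate with S + D, 1 by the test, with a median difference of -0.59. For CCNE2 the difference was -1.62 (standard error 0.38, adjusted p = 0.0144), and it was called in 6 of its 8 alternatives, with an adjusted p from 0.000354 to 0.0479. For E2F2 the difference was -1.18 (standard error 0.38, adjusted p = 0.0663), called in 1 of its 8 alternatives (adjusted p from 0.00818 to 0.071), and for E2F7 -1.51 (standard error 0.49, adjusted p = 0.0649), with -1.40, -1.04 and -1.21 from the numbered libraries for CCNE2, E2F2 and E2F7. MYC had an estimate 0.50 higher with S + D than with Sal (adjusted p = 0.0962), or 0.51 from the numbered libraries. Over all genes, 158 differed between S + D and Sal past both cutoffs, and 180 in the numbered libraries. The response to S + D differed from the sum of the single responses for 2 of the 26 genes, MYC, at 1.65 (standard error 0.25, adjusted p = 0.00046) or 1.79 from the numbered libraries, and ESR1, and for 3 when adjusted over the list alone. At 24 h, the 17 genes other than E2F3, E2F6, MYC, RBL1 and SKP2 were called lower with S + D than with Sal. The log2 difference at 24 h was -1.58 (adjusted p = 2.87e-06) for CCNE2 and -1.36 (2.16e-05) for E2F2 by the same test. For MYC it was 0.10 (0.59). Against Das at 24 h, CCNA2, CDK1 and E2F8 were not called lower with S + D by the same test. The other genes called against Sal were called against Das too. At 24 h, the median log2 fold change of the 25 genes tested was -0.39 with Sal, -0.28 with Das and -0.71 with S + D. Single genes went either way: CCNA2 was at -0.62 with Sal and -1.21 with Das, and MYC at -0.85 and -0.01. Sal was not compared with Das directly. From its 72 h values, the paper proposes that Sal is the main inhibitor of the pathway and that Das adds to the inhibition. From RNA-seq, the paper bases this on the share of genes changed by the combination against Sal, and on the number lowered more by it. It also cites RT-qPCR, western blots and cell-cycle assays, which were not analysed here.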

Interestingly, although Sal suppressed 54% of the genes associated with the estrogen-mediated S-phase entry pathway, it upregulated estrogen receptor (ER). It is noted that there are two classes of ER: ERα and ERβ. The tumors of ER-positive breast cancer patients are overexpressed with ERα. Here, Sal, Das, or the drug combination did not alter the ERα expression in MDA-MB-468. 

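ERα is encoded by ESR1 (ENSG00000091831, chromosome 6 from 151977826 to 152450754 of GRCh37). At 72 h it had 7.28 ± 0.725 CPM (SD, n = 4) in the control, 8.61 ± 0.686 CPM (SD, n = 4) with Sal, 9.91 ± 1.47 CPM (SD, n = 4) with Das and 5.70 ± 0.932 CPM (SD, n = 4) with S + D. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change was 0.24 (standard error 0.15, adjusted p = 0.169) with Sal, 0.44 (standard error 0.15, adjusted p = 0.0301) with Das and -0.35 (standard error 0.15, adjusted p = 0.0497) with S + D, and 0.28, 0.53 and -0.26 from the numbered libraries. The response to S + D was lower than the sum of the single responses, with an interaction of -1.04 (standard error 0.21, adjusted p = 0.00355), or -1.08 from the numbered libraries. The call of the interaction was absent in 3 of the 16 fits that each left out 1 library, with an adjusted p of 0.0106 without control replicate 3, 0.0103 without Sal replicate 3 and 0.0109 without Das replicate 2.

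**Figure D3:**
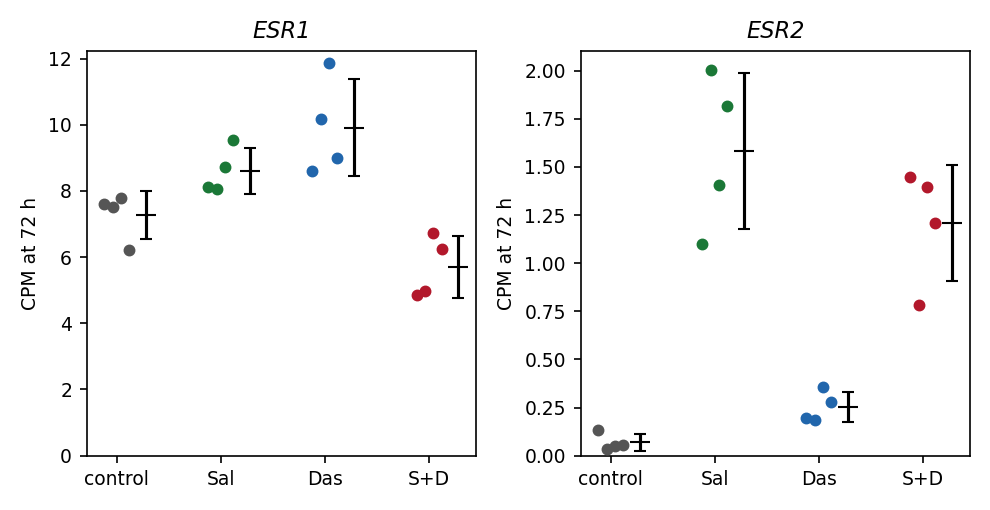
CPM of ESR1 (left) and ESR2 (right) in each library at 72 h by treatment (x axis), with the mean and SD of 4 libraries. The means of ESR1 lie between 5.70 and 9.91 CPM, and those of ESR2 rise from 0.0690 CPM in the control to 1.58 CPM with Sal.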

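ERβ is encoded by ESR2 (ENSG00000140009, chromosome 14 from 64550950 to 64804830 of GRCh37), which was expressed at a low level. At 72 h, ESR2 had from 1 to 5 counts per library in the control, from 43 to 58 with Sal, from 6 to 10 with Das and from 25 to 54 with S + D, or 0.0690 ± 0.0447 CPM (SD, n = 4), 1.58 ± 0.407 CPM (SD, n = 4), 0.253 ± 0.0796 CPM (SD, n = 4) and 1.21 ± 0.300 CPM (SD, n = 4). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change was 4.41 (standard error 0.39, adjusted p = 8.6e-08) with Sal, 1.77 (standard error 0.46, adjusted p = 0.00714) with Das and 4.03 (standard error 0.40, adjusted p = 1.76e-07) with S + D. No numbered control held more than 3 counts, and from the numbered libraries ESR2 was at least 19.9-fold higher with Sal, 3.12-fold with Das and 12.9-fold with S + D. With each treatment, every treated library lay above every control library (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow). The call with Das was absent in 3 of its 7 alternatives, with an adjusted p from 0.0041 to 0.0476, and in 5 of the 8 fits that each left out 1 library, with an adjusted p of 0.0238, 0.0229 and 0.0237 without control replicate 1, 2 or 3 and 0.0258 and 0.0114 without Das replicate 2 or 3. The interaction of Sal and Das was -2.15 (standard error 0.54, adjusted p = 0.0115), and it was called in 3 of its 7 alternatives, over which the adjusted p ran from 0.00342 to 0.0607.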

In fact, ERβ was found to be upregulated by Sal, but not Das. Further study is needed to investigate how Sal regulates ERβ.

**Fig. 4:**
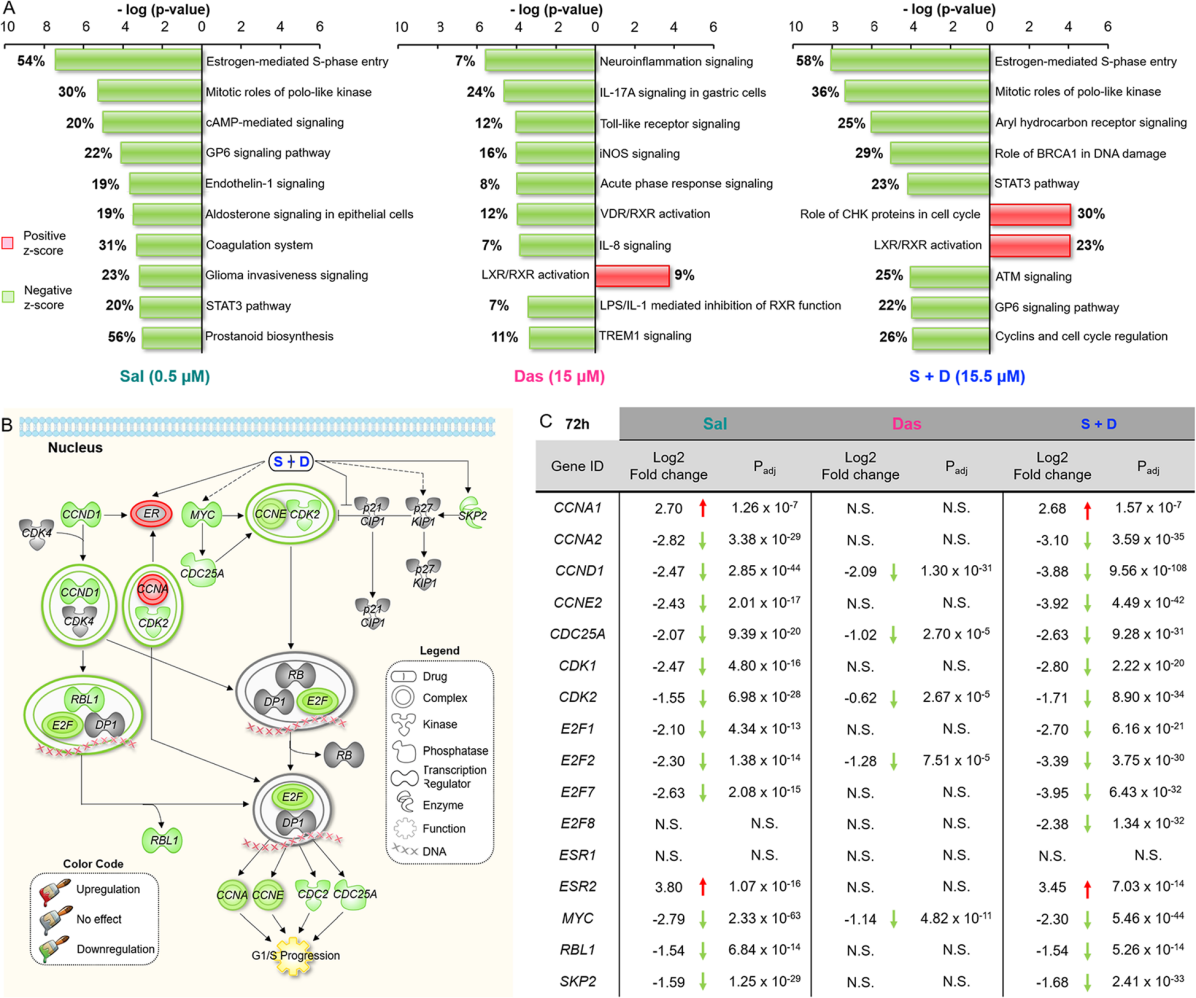
Sal and Das modulated multiple cellular pathways. **a** Bar graphs showing the 10 most significant canonical pathways that were modulated by the drugs alone or in combination. The estrogen-mediated S-phase entry pathway was found to be the most significant one suppressed by the drug combination. The number next to each bar represents the percentage of modulated genes associated with the pathway. MDA-MB-468 cells were treated with Sal (0.5 μM) or Das (15 μM) or the drug combination for 72 h prior to perform the RNA-seq analysis. **b** A diagram showing how the genes associated with the estrogen-mediated S-phase entry pathway was significantly suppressed by the drug combination. **c** A table summarizing the differential gene expression of cells treated with drugs alone or together. The differential gene expression was presented as a log2 fold change relative to the corresponding gene expression in cells treated with PBS (control). The experiments were performed in quadruplicate. N.S. = no significant change of the gene expression

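Of the RNA-seq values for S + D at 72 h, those of the 16 pathway genes of Fig. 4C were estimated from 4 S + D and 4 control libraries, and the RT-qPCR values were not analysed here. The standard error of the log2 fold change ran from 0.15 for ESR1 to 0.63 for CCNA1. CCNA1 had 0.273 ± 0.133 CPM (SD, n = 4) in the control and 2.83 ± 1.08 CPM (SD, n = 4) with S + D, and its log2 fold change was 3.35 (adjusted p = 0.00017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 3.42 from the numbered libraries.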

We further validated the RNA-seq data using RT-qPCR analysis of the gene expressions that are associated with the estrogen-mediated S-phase entry pathway (Figs. 5a **and****S10****).** There was a linear relationship (R^2^ > 0.96) between the 2 methods used for determining differential gene expression induced by the drug combination (Figs. 5b **and****S11**). Using RT-qPCR, we also demonstrated that the drug combination synergistically suppressed the estrogen-mediated S-phase entry pathway in MDA-MB-231 and MCF-7, in addition to MDA-MB-468 cell lines (Figs. 5a **and****S12**). As mentioned above, this pathway controls the transition from G1 to S phase in cell cycle. An inhibition of the pathway can induce cell cycle arrest [48]. To confirm this effect, MDA-MB-468 cells were treated with the drugs alone or in combination for 72 h and were then analyzed by flow cytometry. As expected, Sal decreased the percentage of cell population in the S phase from 27.3% (non-treated control) to 19.3% (Figs. 5c and d). The drug combination further enhanced such a decrease to 11.5%, which accompanied an increase of the cell population at the G1 phase from 43.2% (control) to 68.5%. Overall, our results suggested that the synergistic effect of the drug combination was possibly achieved through promotion of the cell cycle arrest via partial inhibition of the estrogen-mediated S-phase entry pathway. This was further supported by western blot analysis of the translational products (protein expression). Either Sal or Das downregulated cyclin D1 (CCND1), cyclin E2 (CCNE2), and E2F2 (Figs. 5e-f **and****S13**). Importantly, the drug combination enhanced the suppressions of cyclin D1 and E2F2.

**Fig. 5:**
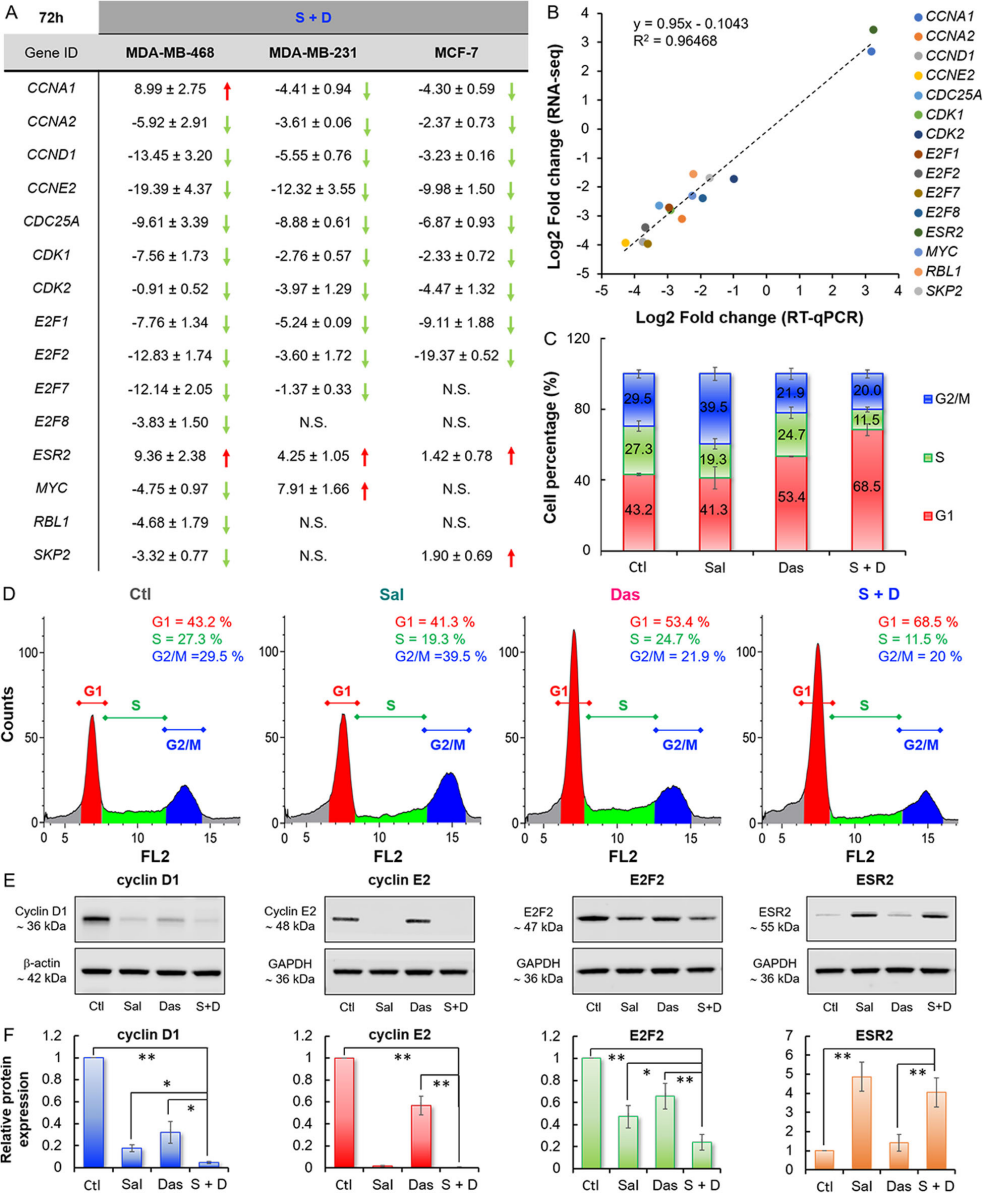
The drug combination enhanced cell cycle arrest at the G1/S phase. **a** A table summarizing the changes in the expression of genes (induced by the drug combination) associated with the estrogen-mediated S-phase entry pathway. The mRNAs were extracted from different BC cell lines 72 h after treatment with the drug combination prior to RT-qPCR analysis. **b** A correlation plot of the differential gene expression levels in MDA-MB-468 cell lines determined using RNA-seq and RT-qPCR methods. **c** Plots of cell counts versus the propidium iodide fluorescence (FL2). MDA-MB-468 cells were treated with PBS (control), Sal (0.5 μM), Das (15 μM), or the drug combination for 72 h, fixed in ethanol, and incubated with propidium iodide and RNase staining solution prior to FACS analysis. All the experiments were performed in triplicate. **d** Graph bars showing the percentage of cells at G1, S, and G2/M phases after the drug treatments. **e** The drug combination also modulated the estrogen-mediated S-phase entry pathway at the translational level. Western Blot analysis of cyclin D1, cyclin E2, E2F2, and ESR2 protein expression in MDA-MB-468 cells after exposure to the drugs alone or in combination for 72 h. GAPDH and β-actin were used as loading controls based on the molecular weight of the proteins of interest. The blots were processed and cropped using Image Studio Lite 5.2 software. Full-length blots are available **Fig.****S13**. **f** Graph bar showing the expression level of each selected protein. The relative protein expression levels were quantified using Image Studio software and normalized to the control cells treated with PBS. All the experiments were performed in triplicate. Data were presented as mean ± standard deviation (SD) and statistical differences were analyzed using Student’s *t*-test (*P < 0.05, **P < 0.01)

### The therapeutic implication of Sal-induced *ESR2* expression

Although the IPA software identified the estrogen-mediated S-phase entry pathway as the main pathway modulated by the drug combination, Sal surprisingly induced rather than suppressed *ESR2* expression (Figs. 4b and c). 

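The rise of ESR2 with Sal at 72 h was measured at a locus that other genes overlap. SYNE2 (ENSG00000054654, chromosome 14 from 64228617 to 64693151 of GRCh37) lies on the opposite strand and its gene body overlaps that of ESR2 over 142202 bases, but the 2 genes share 0 exon bases. SYNE2 was lower with Sal, at a log2 fold change of -1.16 (standard error 0.27, adjusted p = 0.00131) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -1.12 from the numbered libraries. A long non-coding RNA gene, ENSG00000214770, shares 523 of the 11938 exon bases of ESR2. Its level was 0.210 ± 0.0662 CPM (SD, n = 4) in the control and 1.09 ± 0.203 CPM (SD, n = 4) with Sal, a log2 fold change of 2.35 (adjusted p = 1.21e-05 from the same test). The mean of ESR2 rose by 1.51 CPM with Sal and that of the non-coding gene by 0.885 CPM. Between 24 h and 72 h, the response of ESR2 to Sal differed by 3.51 (standard error 1.27, adjusted p = 0.0329) on the log2 scale, which was not called. No value is given from the numbered libraries, since no numbered control held more than 3 counts. It was called with DESeq2 (adjusted p = 0.00311, in a range from 0.00311 to 0.0469 over its 7 alternatives) and in the fit without the unnumbered Sal library of 24 h (0.002).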

Western blot analysis showed an increase in the translational product, estrogen receptor β (ESR2), in MDA-MB-468 treated with Sal (Figs. 5e and f**)**. We further confirmed the such a Sal-induced ESR2 with FACS analysis and microscopic study. Compared to the non-treated cells, MDA-MB-468 treated with Sal showed an approximately 10-fold increase of the fluorescence signal with fluorophore-conjugated ESR2 antibody staining (Figs. 6a and b). The drug-induced ESR2 could be knocked down by siRNA **(**Fig. 6c**).** Similarly, we also observed an increase of ESR2 expression in MDA-MB-231 cells treated with Sal (**Fig.****S14**).

**Fig. 6:**
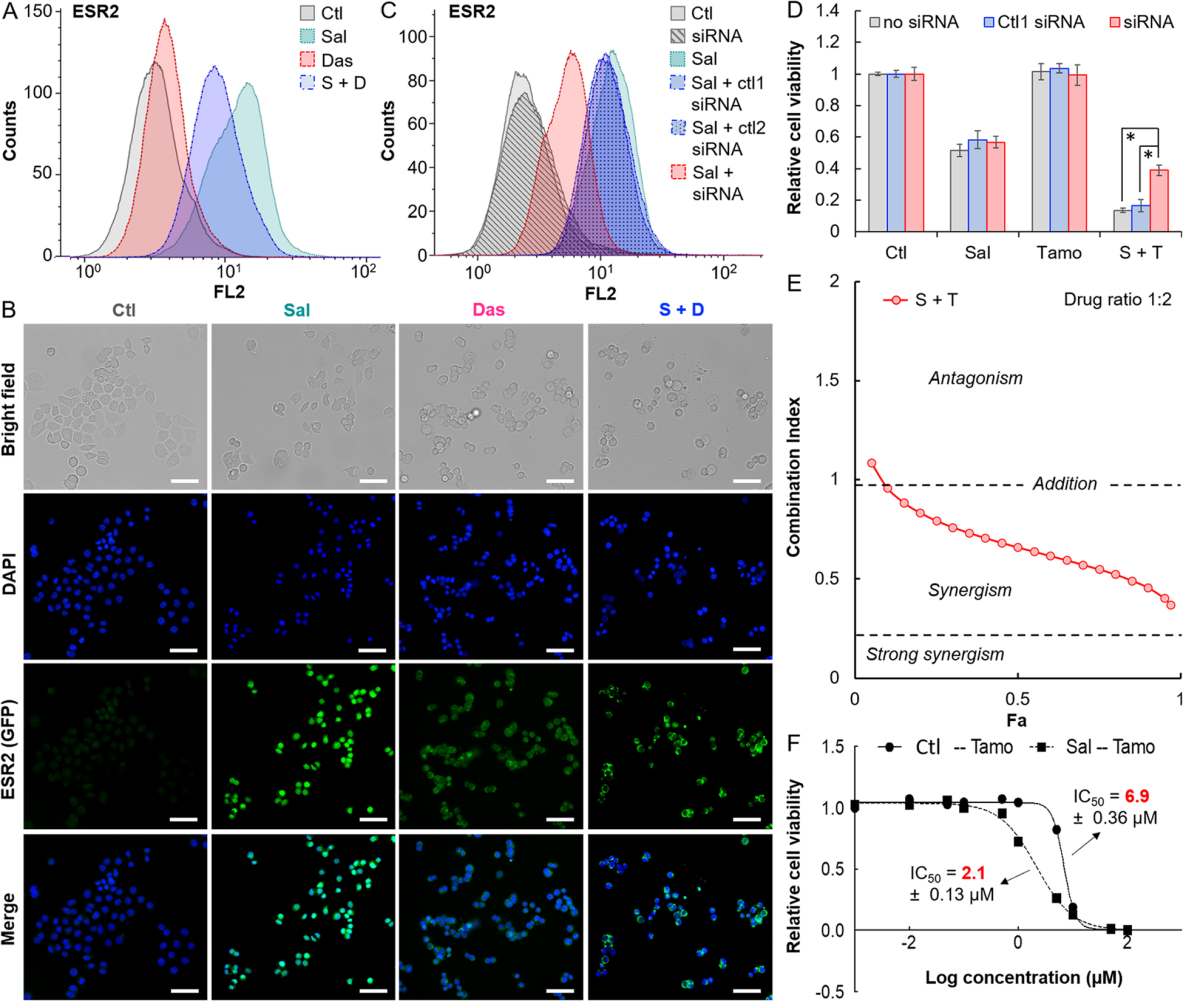
Sal-induced the targeting of TNBC. **a** Sal induced ESR2 in MDA-MB-468 cell line. A flow cytometry graph showing an upregulation of ESR2 expression in response to Sal or the drug combination of Sal and Das treatment. The cells were treated with drugs alone (at the corresponding IC_50_ concentration **(**Fig. 1c**)**) or 2-drugs combination prior to incubation with phycoerythrin-labeled anti-ESR2 for FACS analysis. **b** Representative fluorescence microscopic images showing Sal induced ESR2 in MDA-MB-468 cells. Prior to imaging, the cells were incubated with phycoerythrin-labeled anti-ESR2 and DAPI for staining the ESR2 receptors (green) and the nucleus (blue), respectively. Scale bar is 60 μm. **c** Flow cytometry graph showing that the ESR2 expression induced by the salinomycin treatment was knocked down with siRNA. MDA-MB-468 cells were simultaneously treated with Sal (0.5 μM) and transfected with Silencer Select ESR2 siRNA oligonucleotides for 72 h. Ctl1 and ctl2 siRNA were used as negative controls. **d** Plots of the relative cell viability of MDA-MB-468 cells 72 h after treatment with Sal, Tamo, or the drug combination (S + T) with no siRNA transfection or in the presence of ctl1 siRNA (negative control) or with siRNA of ESR2. Data were presented as mean ± standard deviation (SD) and statistical differences were analyzed using Student’s *t*-test (*P < 0.05). **e** Synergistic cytotoxicity of Sal and Tamo. Stimulated plots of the CI values of the drug combination at a drug ratio of 1:2 versus the cellular fraction affected (Fa) values. The plots were generated using the CompuSyn software. All the experiments were independently performed in triplicate. **f** Comparing the cytotoxic effect of Tamo on MDA-MB-468 cells pre-treated with Sal and PBS. The cells were pre-treated with PBS (control) or Sal (0.5 μM) for 72 h and then be trypsinized. Same number of cells were re-seeded and immediately treated with Tamo (1 μM) for 72 h. The results were fit into sigmoidal dose response curves for calculating the IC_50_ values. The experiments were independently performed in triplicate

Tamoxifen has been shown to increase the interaction between ESR2 and mutant TP53, and leading to a reactivation of TP73 and apoptosis [49]. The ability of Sal to induce ESR2 in MDA-MB-468 and MDA-MB-231 suggested that there is potential of a new drug-induced targeting of ESR2 approach for BC. 4-hydroxytamoxifen (Tamo) is an active metabolite of tamoxifen known to strongly bind estrogen receptors (**Fig.****S15****A**). Here, we applied 1 μM of Tamo for investigating whether the drug could effectively target Sal-induced TNBC (Fig. 6d**)**. At this drug concentration, Tamo was non-toxic to MDA-MB-468 since the cells only displayed a very low level of ESR2 (Fig. 5e). Using Sal (0.5 μM) and Tamo concurrently reduced the cell viability to 10% compared to the cells treated with PBS (100%). The drug combination was more cytotoxic than the single drug treatment, as Sal alone could only reduce the cell viability to 50%**.** On the other hand, Das did not induce ESR2 expression and thus its cytotoxicity was not being enhanced by Tamo (**Fig. S****15****B**). A plot of the CI values of the drug combination versus cellular fraction affected (Fa) revealed a strongly synergistic effect of the two drugs (Fig. 6e). Such an enhanced cytotoxicity was attributed to the induction of ESR2 by Sal, as Tamo could no longer enhance the toxicity of Sal when the ESR2 expression was knocked down by siRNA (Fig. 6d). To demonstrate that Sal-induced ESR2 sensitized the targetability of TNBC cells by Tamo, we first pre-treated MDA-MB-468 with Sal and followed by Tamo treatment. Cytotoxicity assay revealed that Tamo was more effective on cells pretreated with Sal than PBS, with IC_50_ values of 2.1 versus 6.9 μM (Fig. 6f). Overall, our results showed that Sal-induced ESR2 expression worked complimentarily with Tamo to promote an anticancer effect, suggesting a novel targeted treatment approach for BC lacking of clinically-relevant biomarker, such as TNBC.

## Discussion

A recent study supported the benefits of targeting Src-STAT3, which showed that Das and CYT387 (JAK/STAT inhibitor) together synergistically reduced proliferation and induced apoptosis of renal cell carcinoma [50]. In the present study, we demonstrated that Sal and Das (Src inhibitor) together synergistically inhibited the growth of MCF-7 and MDA-MB-468 cell lines. However, similar to other reported drug combinations [35–37], the degree of synergism relied on the applied drug ratio, and was also cell line-dependent. ROS are central signaling molecules that regulate cell growth and survival. We showed that Das rapidly elevated the iROS level inside BC cells. In contrast, cells treated with Sal followed an initial transient phase- a lag of iROS generation, depending on the treated cell types. The delayed iROS production held back the cytotoxic effect of Sal. This was supported by a previous report that Sal-induced iROS act upstream of the PI3K/AKT/mTOR signaling pathway [44]. The drug was shown to decrease phosphorylation of AKT and mTOR, and led to apoptosis in a time- and concentration-dependent manner. The difference in the kinetics of drug-induced iROS between Sal and Das resulted in a 2-step kinetic profile when they were concurrently used in a combination setting. Nevertheless, the drug combination generated more iROS and displayed enhanced cytotoxicity compared to Sal or Das alone.

In terms of drug mechanism, Sal inhibits STAT3, Wnt/β-catenin, and hedgehog cell signaling pathways [16–18, 46, 47]. These pathways are composed of multiple protein kinases, leading to overall activities that are often controlled by a balance (ratio) between the phosphorylated and non-phosphorylated forms of the enzymes rather than the actual expression levels. Therefore, we applied an indirect approach to investigate how Sal and Das regulated the activities of these pathways: we simultaneously determined the differential expression of the downstream targeted genes using RNA-seq. The Sal-induced inhibitory effect resulted in many of the targeted genes involved in the 3 pathways being downregulated. These genes were also found suppressed by Das [50–52]. 

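For BIRC5, CCND1 and WNT3A at 72 h, the response to S + D was compared with the sum of the responses to Sal and to Das, for which a negative interaction is a fall beyond the sum. BIRC5 (ENSG00000089685, chromosome 17 from 76210267 to 76221717 of GRCh37) had 147 ± 13.7 CPM (SD, n = 4) in the control, 23.4 ± 12.9 CPM (SD, n = 4) with Sal, 84.2 ± 42.3 CPM (SD, n = 4) with Das and 14.3 ± 7.91 CPM (SD, n = 4) with S + D. Its interaction was 0.10 (standard error 0.53, adjusted p = 0.92) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.10 from the numbered libraries. The sign of this interaction changed with single libraries, from -0.36 without the unnumbered S + D library to 0.57 at the highest. CCND1 (ENSG00000110092, chromosome 11 from 69455924 to 69469242 of GRCh37) had 281 ± 5.28 CPM (SD, n = 4) in the control, 48.5 ± 3.17 CPM (SD, n = 4) with Sal, 64.1 ± 22.9 CPM (SD, n = 4) with Das and 17.7 ± 2.30 CPM (SD, n = 4) with S + D, and 10.4% of its exon bases are shared with LTO1. Its interaction was 0.68 (standard error 0.24, adjusted p = 0.0569), and 0.69 from the numbered libraries; without Das replicate 3 it was 0.96 (adjusted p = 0.000141), a fall smaller than the sum. WNT3A (ENSG00000154342, chromosome 1 from 228194699 to 228248972 of GRCh37) had 3.8 ± 0.355 CPM (SD, n = 4) in the control, 1.41 ± 0.463 CPM (SD, n = 4) with Sal, 2.44 ± 1.07 CPM (SD, n = 4) with Das and 0.606 ± 0.245 CPM (SD, n = 4) with S + D. Its interaction was -0.59 (standard error 0.46, adjusted p = 0.403), and -0.29 from the numbered libraries. Between S + D and Sal, the log2 difference was -1.22 (standard error 0.35, adjusted p = 0.037) for WNT3A and -0.71 (standard error 0.38, adjusted p = 0.285) for BIRC5, neither of them called, while CCND1 was called lower. From the numbered libraries the differences were -0.93 and -0.70. The difference of WNT3A was called in 2 of its 8 alternatives, the fit of all 32 libraries and DESeq2, with an adjusted p from 0.00579 to 0.14.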

Despite the fact that we observed an overlapping of the drug-induced transcriptomic changes between Sal and Das, the drug combination did not offer a superior advantage in terms of enhancing gene regulations, except in the cases of certain genes such as *BIRC5*, *CCND1*, and *Wnt3A*, which were synergistically suppressed. This suggested that the 3 pathways might only partially contributed to the enhanced cytotoxic effect. In fact, IPA software showed that Sal significantly suppressed the estrogen-mediated S-phase entry pathway. This pathway controls G1/S phase transition. Sal induces cell cycle arrest [53]. Fourteen out of 26 (54%) of the genes associated with the pathway were modulated by the drug, with 12 of them being downregulated. Among them, *CCND1* is a common downstream transcriptional target of the STAT3, Wnt/β-catenin, and hedgehog pathways. A suppression of *SKP2* (encoding Skp2) was expected here given that Sal is known to inhibit the transcription of *SKP2* [13]. 

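SKP2 (ENSG00000145604, chromosome 5 from 36152091 to 36196951 of GRCh37, with 2.1% of its exon bases shared with NADK2) fell from 62.0 ± 2.83 CPM (SD, n = 4) in the control to 20.1 ± 1.82 CPM (SD, n = 4) with Sal at 72 h. The log2 fold change was -1.63 (standard error 0.16, adjusted p = 2.65e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -1.67 from the numbered libraries, with 4 of 4 Sal libraries below every control library.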

For the first time, we discovered that Sal also downregulated *E2F1*, *E2F2*, and *E2F7*. These genes belong to a family of transcription factors, E2F, that is functionally divided into activators (E2F1-E2F3) and inhibitors (E2F4-E2F8) [54, 55]. 

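E2F1 (ENSG00000101412, chromosome 20 from 32263283 to 32274191 of GRCh37) fell from 94.5 ± 11.3 CPM (SD, n = 4) in the control to 19.9 ± 12.4 CPM (SD, n = 4) with Sal at 72 h, a log2 fold change of -2.24 (standard error 0.38, adjusted p = 5.42e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. E2F7 (ENSG00000165891, chromosome 12 from 77415028 to 77459349 of GRCh37) fell from 19.8 ± 2.07 CPM (SD, n = 4) to 2.67 ± 1.79 CPM (SD, n = 4), a log2 fold change of -2.86 (standard error 0.45, adjusted p = 3.1e-05). From the numbered libraries, the log2 fold change was -2.72 for E2F1 and -3.4 for E2F7. E2F8 was also lower with Sal, at -1.51 (standard error 0.22, adjusted p = 1.43e-05), and -1.55 from the numbered libraries.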

The exact roles of the individual E2F homologues in cancer progression are not fully understood. E2F1-E2F3 are the central regulators of cell cycle [56]. The activities are negatively regulated via binding with retinoblastoma-like 1 protein (RB; encoded by RBL1). During the late G1 phase of the cell cycle, cyclin-dependent kinase complexes (cyclin D/CDK4) phosphorylate RB to release the active E2F. This promotes the transcriptions of multiple targeted genes required for proceeding to the S-phase, including those that were downregulated by Sal (*CCNA2*, *CCNE2*, *CDC2*, and *CDC25A*) in the present study. Das induces apoptosis and cell cycle arrest via modulations of EGFR/MAPK/AKT signaling pathways [23]. This might explain why the drug could also suppress *CCND1*, *CDC25A*, *CDK2*, *E2F2*, and *MYC* here. When used with Sal, Das enhanced the inhibition of the estrogen-mediated S-phase entry pathway. This was confirmed by RT-qPCR for mRNA expression and western blot for the protein levels. Using RT-qPCR, we further showed that the drug combination also effectively downregulated the pathway in MCF-7 and MDA-MB-231 cell lines. An inhibition of the estrogen-mediated S-phase entry pathway by the drug combination led to a more severe cell cycle arrest compared to Sal or Das, as shown in our cell-cycle assays.

ESR2 was only discovered recently, and the exact role of ESR2 remains elusive. The receptor is evenly distributed among the four molecular BC subtypes, including TNBC [57, 58]. Early studies showed that ESR2 exhibited anti-tumor properties. Introducing exogenous ESR2 cDNA to MDA-MB-231 inhibited the cell proliferation [59]. Following to treatments with ESR2 agonists (ERB-041 and WAY200070), both MDA-MB-231 and HS578T decreased the invasiveness [60]. In another study, ESR2 was shown to bind and oppose the transcriptional activity of mutant PT53, and led to an inhibition of epithelial-to-mesenchymal transition in MDA-MB-231 [61]. On the other hand, many studies conversely reported that ESR2 was in fact pro-tumorigenic. Using shRNA to silence ESR2 reduced TNBC cell proliferation [62]. An activation of ESR2 with diarylpropionitrile, a specific agonist, increased the proliferation and migration of TNBC cells [57]. Clinically, the role of ESR2 is also controversial. The presence of ESR2 in BC tumor was associated with the levels of proliferation markers such as Ki67 [63], but a high expression of the receptor was shown to improve the overall survival of BC patients treated with tamoxifen [64, 65]. In TNBC, ESR2 expression was found correlated with a lower overall relapse-free survival [57]. It has now become more clear that ESR2 has a bi-faceted role. Whether ESR2 displayed a pro- or anti-proliferative effect depended on the binding to the wild type or the mutated form of P53, respectively [49]. The same study also revealed that Tamo, a competitive ESR receptor, increased the interaction between ESR2 and mutant TP53 (found in MDA-MB-468 and MDA-MB-231 cell lines), and leading to a reactivation of TP73 and apoptosis [49]. In the present study, we discovered a novel mechanism of Sal to induce ESR2 expression in TNBC cell lines. Using a drug combination of Sal and Tamo could produce a synergistic anti-cancer effect against both MDA-MB-468 and MDA-MB-231 cell lines, suggesting a novel drug-induced targeting approach for TNBC treatment.

Although IPA identified the estrogen-mediated S-phase entry pathway was the most significant pathway modulated (suppressed) by our drug combination, we could not rule out the possibility that other pathways were involved in the synergistic effect. A recent meta-analysis of RNA-seq data from multiple studies revealed that the BRCA1 and DNA damage response pathway was upregulated in breast tumors compared to healthy breast tissues, in addition to the estrogen-mediated S-phase entry pathway [66]. In the present study, IPA identified the BRCA1 and DNA damage response pathway as the fourth most significant pathway modulated by the drug combination (Fig. 4a). 

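Fig. 7 names 44 genes of the pathway, of which 43 passed the filter on low counts at 72 h; IFNG had 0 counts in every library. With S + D, 32 of the 43 genes were changed at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 28 lower and 4 higher, and 32 when adjusted over the list alone, which the study chose on these samples. Past both cutoffs, 15 were changed. The numbered libraries gave 33 genes at the adjusted p alone. Sal alone changed 28 genes, 24 lower and 4 higher, and Das alone changed 5, 4 lower and 1 higher. The median log2 fold change with S + D was -0.75, and -0.78 from the numbered libraries. Against the other genes tested, limma's camera gave a two-sided p of 9.62e-05 for the set, and 0.0998 with a correlation estimated from the data.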

The transcription of *BRCA1* is regulated by an upstream early growth response protein 1 (EGR1; encoded by *EGR1*) through binding to the EGR1-binding sequences within the enhancer region of *BRCA1* [67]. Either Sal and Das alone or in combination suppressed EGR1 (data not shown). 

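EGR1 (ENSG00000120738, chromosome 5 from 137801168 to 137804992 of GRCh37) had 225 ± 97.7 CPM (SD, n = 4) in the control at 72 h, 53.4 ± 24.3 CPM (SD, n = 4) with Sal, 2.53 ± 3.27 CPM (SD, n = 4) with Das and 0.246 ± 0.0871 CPM (SD, n = 4) with S + D. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was -2.08 (standard error 0.55, adjusted p = 0.00334) with Sal, -6.48 (standard error 0.69, adjusted p = 4.38e-06) with Das and -9.80 (standard error 0.86, adjusted p = 5.7e-08) with S + D. The numbered libraries gave -2.06, -6.43 and -10.25. The call with Sal was absent without control replicate 2 (adjusted p = 0.0106) or control replicate 3 (0.0114). The mean with Das rests on replicate 3, at 7.43 CPM, against 0.852 to 0.957 CPM in the other 3 libraries.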

Functionally, BRCA1 is a central mediator that controls the activities of multiple DNA repair and checkpoint pathways [68]. The protein forms a heterodimer with BRCA associated RING domain protein 1 (BARD1), which is essential for interacting with different transcription regulators to form 3 distinct complexes: BRCA1 A, B, and C complexes (Figs. 7**and S16**) [69]. Complex A is involved in DNA repair via homologous recombination. Complexes B and C regulate cell cycle checkpoint, in addition to repairing damaged DNA. 

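BRCA1 (ENSG00000012048, chromosome 17 from 41196312 to 41322262 of GRCh37) had 60.1 ± 3.18 CPM (SD, n = 4) in the control at 72 h, 33.5 ± 5.16 CPM (SD, n = 4) with Sal, 38.5 ± 13.3 CPM (SD, n = 4) with Das and 17.9 ± 1.92 CPM (SD, n = 4) with S + D, and other genes share 1.3% of its exon bases. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was -0.84 (standard error 0.18, adjusted p = 0.000517) with Sal, -0.64 (standard error 0.18, adjusted p = 0.0103) with Das and -1.75 (standard error 0.18, adjusted p = 3.37e-07) with S + D, and -0.92, -0.57 and -1.77 from the numbered libraries. BRCA1 was called lower with Das in 5 of its 8 alternatives, with an adjusted p from 0.00145 to 0.0377, and in the fit without Das replicate 3 (4.23e-05). The interaction of Sal and Das was -0.26 (standard error 0.25, adjusted p = 0.5) for BRCA1, or -0.27 from the numbered libraries, where a negative value is a fall beyond the sum of the single responses. Of the 43 genes tested, 4 differed from the sum at an adjusted p under 0.01, 3 above it and 1 below it, among them RFC2 at 0.64 (0.00795) and GADD45A at 1.17 (0.0036) above it and ATM at -1.5 (0.00123) below it. The values were 0.65, 1.20 and -1.65 in the numbered libraries. The call of RFC2 was present in 5 of its 7 alternatives (adjusted p from 0.000523 to 0.0213) and in 2 of the 16 fits that each left out 1 library, with an adjusted p of up to 0.0252 without Das replicate 2. That of GADD45A was absent without control replicate 2 (0.0107). GADD45A had log2 fold changes of 0.16 with Sal, -0.39 with Das and 0.94 with S + D, a rise with S + D and not a smaller fall. ATM was higher with each treatment, at 1.89 with Sal, 1.13 with Das and 1.51 with S + D, and 2.01, 1.20 and 1.56 from the numbered libraries. At an unadjusted p under 0.05, 11 of the 43 genes differed from the sum, and the median interaction was 0.04. Against Sal alone, 35 of the 43 genes had a lower estimate with S + D, with a median log2 difference of -0.24. By the test, BRCA1 (-0.91 (standard error 0.18, adjusted p = 0.00479)) and RFC3 (-0.90 (standard error 0.19, adjusted p = 0.0076)) were lower with S + D than with Sal and GADD45A was higher (0.78 (standard error 0.17, adjusted p = 0.009)). With 3 numbered libraries per condition these differences were -0.84, -0.90 and 0.67, none of them called. Over the 8 alternatives the adjusted p ran from 0.000129 to 0.0185, from 0.000385 to 0.0139 and from 0.000604 to 0.0185, with 7, 7 and 6 calls. The calls were absent in 5, 7 and 8 of the 8 fits that each left out 1 library. The adjusted p was up to 0.0204 for BRCA1 without S + D replicate 1, 0.0279 for RFC3 without S + D replicate 2 and 0.0347 for GADD45A without S + D replicate 1.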

An in-depth analysis of our RNA-seq data uncovered that Sal and Das together synergistically inhibited the BRCA1 and DNA damage response pathway (Figs. 7**and****S16**). Interestingly, the drug combination selectively impaired the pathway predominantly via an inhibition of the BRCA1 B complex. This was evidenced by the downregulation of a majority of the genes associated with the complex formation, including *BACH1* (encodes BRCA1 interacting protein C-terminal helicase), and *BLM* (encodes blood syndrome RecQ like helicase), and *RFC* (replication factor C). 

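The helicase named BACH1 in the paper is listed as BRIP1 in the annotation. Of the 11 genes of the B complex in Fig. 7, 7 were lower with S + D at 72 h at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the median log2 fold change of the 11 was -0.59. BRIP1 (ENSG00000136492, chromosome 17 from 59756500 to 59940920 of GRCh37) fell from 26.4 ± 3.30 CPM (SD, n = 4) to 1.87 ± 0.437 CPM (SD, n = 4), a log2 fold change of -3.81 (standard error 0.35, adjusted p = 9.5e-08), and BLM (ENSG00000197299, chromosome 15 from 91260577 to 91359396 of GRCh37) fell from 25.8 ± 1.07 CPM (SD, n = 4) to 2.68 ± 0.682 CPM (SD, n = 4), a log2 fold change of -3.26 (standard error 0.31, adjusted p = 1.42e-07). Of the RFC genes, RFC3 (-2.44), RFC5 (-1.76) and RFC4 (-0.55) were lower, with adjusted p values of 2.81e-08, 9.34e-07 and 0.000758. RFC2 was at 0.07 (adjusted p = 0.558), and at -0.01 without S + D replicate 1. RFC1 had an estimate within 1 standard error (0.12) of 0, with an adjusted p of 0.998, and its sign differed between the alternatives, with an estimate of 0.03 with no filter on low counts. From the numbered libraries, the log2 fold change was -4.04 for BRIP1, -3.43 for BLM, -2.52 for RFC3, -1.85 for RFC5, -0.60 for RFC4, -0.63 for MSH6, -0.72 for BRCC3, 0.33 for UIMC1, -1.05 for NBN, -1.14 for MRE11 and -1.02 for RBBP8. MSH6 (-0.64) was lower as well, and TOPBP1 (0.24) was not called. Sal alone changed 8 of the 11 genes, 6 lower and 2 higher, and Das alone changed 1. In the A complex, 2 of 5 genes were changed by S + D, BRCC3 lower (-0.72, adjusted p = 0.00146) and UIMC1 higher (0.33, adjusted p = 0.00494). The call of BRCC3 was absent without the unnumbered S + D library (adjusted p = 0.011). That of UIMC1 was absent with no filter on low counts (0.0205, from 0.000547 to 0.0205 over its 8 alternatives) and in 5 of the 8 fits that each left out 1 library, with an adjusted p of up to 0.0158 without control replicate 1. In the C complex, 3 of 4 genes were lower, NBN (-1.06), MRE11 (-1.03) and RBBP8 (-0.98), and RAD50 was not called, with a median of -1.0 over the 4. The difference between the complexes was not tested.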

Further studies are needed to confirm the drug inhibitory effects at the protein translational level as well as the therapeutic benefits of targeting BRCA1 B complex and causing cell cycle arrest. Finally, a recent study identified nucleolin as the functional binding target of Sal. The drug inhibited the transcription of the nucleolin gene (*NCL*) and led to a suppression of downstream *CD34* gene expression [70], which was also shown in our RNA-seq data.

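NCL (ENSG00000115053, chromosome 2 from 232318242 to 232348352 of GRCh37) fell from 1358 ± 178 CPM (SD, n = 4) in the control to 786 ± 127 CPM (SD, n = 4) with Sal at 72 h. Its log2 fold change was -0.79 (standard error 0.17, adjusted p = 0.000713) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -0.77 from the numbered libraries. CD34 (ENSG00000174059, chromosome 1 from 208054317 to 208084747 of GRCh37) had from 8 to 24 counts per library in the control, or 0.466 ± 0.276 CPM (SD, n = 4), and 0 counts in each of the 4 Sal libraries. It was at least 4.88-fold lower with Sal (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow).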

**Fig. 7:**
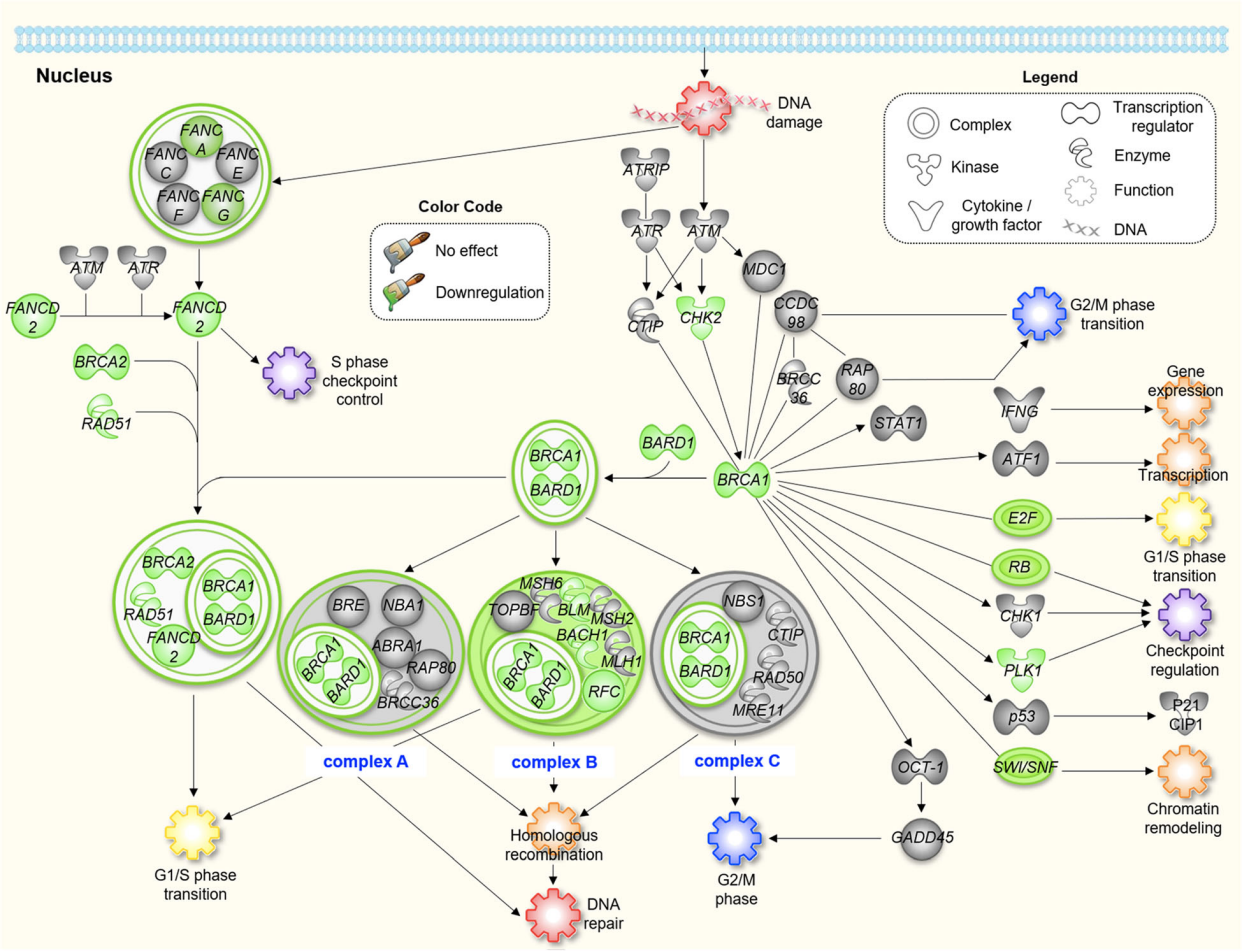
Sal and Das together synergistically inhibited the BRCA1 pathway in the MDA-MB-468 cell line. A schematic diagram showing how the drug combination inhibited the BRAC1 pathway. The drug combination selectively suppressed the genes associated with the formation of complex B within the BRCA1 pathway

## Conclusion

In conclusion, we employed RNA-seq to investigate the global transcriptomic changes induced by Sal and Das separately and together in the human TNBC cell line MDA-MB-468. An advantage of using RNA-seq is that it allowed us to revisit the mechanisms of action and identify new therapeutic targets. Consistent with the literatures, Sal and Das suppressed known genes, including *BIRC5*, *CCND1*, *MCL1*, *MYC*, *AXIN2*, *MMP7*, *BMP4*, *BMP5*, and many others that are regulated by the STAT3, Wnt/β-catenin, and hedgehog cell signaling pathways. However, the drug combination did not seem to enhance the suppression of these genes. 

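At 72 h, MCL1 (ENSG00000143384, chromosome 1 from 150533371 to 150552214 of GRCh37) had 522 ± 26.9 CPM (SD, n = 4) in the control, 328 ± 29.2 CPM (SD, n = 4) with Sal and 291 ± 16.7 CPM (SD, n = 4) with Das, log2 fold changes of -0.67 (standard error 0.10, adjusted p = 2.52e-05) and -0.84 (standard error 0.10, adjusted p = 1.84e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AXIN2 (ENSG00000168646, chromosome 17 from 63524681 to 63557766 of GRCh37) had 27.5 ± 3.73 CPM (SD, n = 4) in the control, 5.07 ± 0.473 CPM (SD, n = 4) with Sal and 16.9 ± 5.20 CPM (SD, n = 4) with Das. BMP4 (ENSG00000125378, chromosome 14 from 54416454 to 54425479 of GRCh37) had 9.45 ± 1.65 CPM (SD, n = 4) in the control, 5.73 ± 0.828 CPM (SD, n = 4) with Sal and 5.18 ± 1.11 CPM (SD, n = 4) with Das, log2 fold changes of -0.72 (standard error 0.17, adjusted p = 0.00143) and -0.86 (standard error 0.17, adjusted p = 0.00113). The numbered libraries gave -0.69 and -0.82 for MCL1 with Sal and with Das, -2.46 and -0.72 for AXIN2, and -0.93 and -0.97 for BMP4. Other genes share 5.3% of the exon bases of MCL1.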

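S + D was compared directly with Sal at 72 h for the 8 genes BIRC5, CCND1, MCL1, MYC, AXIN2, MMP7, BMP4 and BMP5. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, CCND1 was the 1 gene of these that differed at an adjusted p under 0.01. The log2 difference was -2.27 (standard error 0.64, adjusted p = 0.0366) for BMP5, -0.55 (standard error 0.17, adjusted p = 0.061) for BMP4, -0.67 (standard error 0.41, adjusted p = 0.361) for MMP7, -0.26 (standard error 0.10, adjusted p = 0.145) for MCL1 and -0.24 (standard error 0.19, adjusted p = 0.496) for AXIN2. Of the others, BIRC5 also had a lower estimate with S + D and MYC a higher one. In the numbered libraries the differences were -2.01, -0.48, -0.19, -0.29 and -0.29 for BMP5, BMP4, MMP7, MCL1 and AXIN2. BMP5 was called in 2 of its 7 alternatives, the fit of all 32 libraries and DESeq2, with an adjusted p from 0.00845 to 0.115. At 24 h, by the same test, the 8 genes other than BMP5 and MYC were called lower with S + D than with Sal. The log2 difference at 24 h ran from -2.65 (adjusted p = 1.92e-06) for MMP7 to -0.48 (0.000687) for MCL1 among the genes called. It was -1.04 (0.0403) for BMP5 and 0.10 (0.59) for MYC. Against Das at 24 h, by the same test, CCND1, AXIN2, BMP4 and MYC were called lower with S + D. BIRC5, MCL1, MMP7 and BMP5 were not, with log2 differences of -0.41 (adjusted p = 0.161), 0.06 (0.7), -0.63 (0.108) and -0.50 (0.393).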

The drug combination exhibited synergism through horizontal suppression of multiple pathways, leading to a promotion of cell cycle arrest at the G1/S phase partially via the estrogen-mediated S-phase entry pathway, as well as the BRCA1 and DNA damage response pathway. Our studies demonstrated, for the first time, that Sal could downregulate *E2F2*. We also discovered a novel mechanism of the drug to upregulate *ESR2*. Currently, there is a lack of targeted therapy for TNBC. Such a drug-induced ESR2 expression might lead to a novel targeting approach by using a combination of Sal and Tamo for TNBC treatment. However, further studies are required to address the in vivo efficacy and to repurpose/restratify the clinical role endocrine (hormone) therapy for BC treatment.

Many biological processes are regulated by enzyme activities, such as phosphorylation (by kinases) and proteolysis (by proteases), rather than actual gene and protein expression. RNA-seq can provide a comprehensive insight into drug actions, but the information obtained was limited to the transcriptomic level. Further, not all gene expression will translate into proteins leading to quantitative and qualitative divergences between genomic/transcriptomic modulations and their protein counterparts [71]. A recent retrospective and integrated genomic, transcriptomic, and protein analysis identified the transcript and protein products of SPAG5 as biomarkers of chemotherapy sensitivity in estrogen receptor-negative BC [72]. Another study exploited protein expression from reverse-phase protein assay and RNA-seq data to study the functional consequences of PIK3CA mutation leading to the tumorigenesis of HER2^+^/ER^+^ BC [73]. We believe that using a combined multi-omics approach to study drug mechanisms will allow us to identify more specific disease-relevant biomarkers for precision treatment of BC, as well as other cancers in the future.

## Supplementary information

**Additional file 1 Table S1:** Table summarizing the source and the identifier of the reagents and resources used for this study.

**Additional file 2 Table S2:** Table summarizing the number of genes upregulated and downregulated by different drug treatments. MDA-MB-468 cells were treated with the Sal or Das alone, or the drug combination (S + D) for 24 h and 72 h prior to extract the mRNAs for RNA-seq analysis. The experiments were independently performed in quadruplicate.

**Additional file 3 Figure S1:** Human primer sequences used for the RT-qPCR analysis.

**Additional file 4 Figure S2:** Examples of drug combination synergism relying on drug ratio. (A) Chemical structure of doxorubicin (Dox). (B) Cell viability assay of Dox against different human BC cell lines (MDA-MB-468, MDA-MB-231, and MCF-7). The cell viability was first measured 72 h after the drug incubations. (C) The results were then fit into sigmoidal dose response curves for calculating the IC_50_ values. A table summarizing the IC_50_ values of Dox determined using different cell lines. (D) Tables showing the CI values of 2-drug combinations of Dox and Das (Dox + Das) or Sal (Dox + Sal) determined at various drug ratios in MDA-MB-468 cell line. The CI values were determined 72 h after the drug incubations according to the previously described Chou-Talalay method [33]. The CI_95_ represents the specific CI value at 95% of cell growth inhibition. Inset: S = synergistic effect. SS = strongly synergistic effect. (E) Representative simulated plots of the CI values of the drug combinations Dox + Das and Dox + Sal (at different drug ratios) versus the cellular fraction affected (Fa) values. The plots were generated using CompuSyn software. All the experiments were independently performed in triplicate.

**Additional file 5 Figure S3:** Representative computer-simulated plots of the CI values of the drug combination (at different drug ratios) versus the cellular fraction affected (Fa = 1 – the ratio of the drug-treated to the non-treated cell numbers). The plots were generated using the CompuSyn software, based on the cell viability data determined in the human BC cell lines MDA-MB-468, MDA-MB-231 and MCF-7 maintained in (A) cell cultures or (B) tumor spheroids. All the experiments were independently performed in triplicate.

**Additional file 6 Figure S4:** The cytotoxicity of the drug alone or in combination was assessed in the 3 different BC cell lines using Trypan Blue exclusion assay. (A) Representative images of different cancer cells after treatment for 72 h with Sal, Das, or the drug combination at their corresponding IC_50_ concentrations (Fig. 1c). Cells were incubated with Trypan Blue solution (0.4%) for 3 min prior optical imaging. Scale bar is 50 μm. (B) Proportion of dead cell induced by the different drug treatments. Cells stained with Trypan Blue are considered as non-viable. Data were presented as mean ± standard deviation (SD) and statistical differences were analyzed using Student’s *t*-test (*P < 0.05, **P < 0.01).

**Additional file 7 Figure S5:** Representative microscopic images of the BC spheroids incubated for 72 h with the drugs alone or in combination at their corresponding IC_50_ concentrations (Fig. 1h). Scale bar is 200 μm. (B) Evolution of the size of the spheroids following the different drug treatments. Four random diameters were measured on each picture.

**Additional file 8 Figure S6:** Effects of Sal and Das alone or in combination on apoptosis and necroptosis. The proportion of healthy, apoptotic, necrotic, and dead cells was measured by AnV binding and PI uptake using flow cytometry. (A) Plots of PI fluorescence versus AnV fluorescence. MDA-MB-468 cells were incubated with PBS (control), Sal (0.5 μM), Das (15 μM), or the drug combination for 72 h and then stained with AnV-FITC and PI for 10 min prior to FACS analysis. (B) Table showing the quantification of each cell populations following the different drug treatments. All the experiments were performed in triplicate.

**Additional file 9 Figure S7:** Neither Fer-1 nor Nec-1 could rescue the drug induced exposure of phosphatidylserine. (A) Investigation of the effects of ferrostatin-1 (Fer-1) and/or necrostatin-1 (Nec-1) (1 μM of inhibitor content) on the cytotoxicity of our drug combination. MDA-MB-468 cells were treated for 72 h with S + D at different total drug contents (drug ratio fixed at 1:30) in the presence of Fer-1 and/or Nec-1 (1 μM of inhibitor content). The cell viability was evaluated using the CellTiter Glo Luminescent Assay. (B) Representative flow cytometry analysis showed that neither Fer-1 nor Nec-1 changed the proportion of apoptotic (AnV^+^PI^−^)/dead (AnV^+^PI^+^) cells induced by the drug combination. MDA-MB-468 cells were incubated with S + D for 72 h in presence of (Fer-1) and/or (Nec-1) prior to staining with AnV-FITC and PI for FACS analysis. All the experiments were independently performed in triplicate.

**Additional file 10 Figure S8:** Tables summarizing the drug-induced changes in the expressions of targeted genes that are known to be regulated by (A) STAT3, (B) Wnt/β-catenin, and (C) hedgehog pathways. The mRNA expression levels were retrieved from the RNA-seq data, and were presented as a log2 fold change relative to the control cells treated with PBS. The experiments were independently performed in quadruplicate. Note: N.S. = no significant change in the gene expression.

**Additional file 11 Figure S9:** (A) Bar graphs showing the 10 most significant canonical pathways that were modulated in MDA-MB-468 cells 24 h after treatment with Sal (0.5 μM), Das (15 μM), or the drug combination. (B) A table summarizing the changes in expression of the genes associated with the estrogen-mediated S-phase entry pathway. The experiments were performed in quadruplicate. N.S. = no significant change of the gene expression.

**Additional file 12 Figure S10:** Tables summarizing the differential expression of the genes associated with estrogen-mediated S-phase entry pathway in the BC cell line MDA-MB-468, after treatment with PBS, Sal (0.5 μM), Das (15 μM), or the drug combination for 24, 48, and 72 h. Gene expression was determined using a RT-qPCR assay. All the experiments were performed in triplicate. Inset: N.S. = non-significant results; A = antagonistic; Ad = additive; and S = synergistic effect.

**Additional file 13 Figure S11:** Comparison of the RNA-seq and RT-qPCR methods used to quantify the expression of the genes associated with the estrogen-mediated S-phase entry pathway in MDAMB-468 cells. Cells were treated with PBS, Sal (0.5 μM), Das (15 μM), or the drug combination for 72 h prior to the analysis. The differential gene expressions were presented as relative fold changes compared to the expression level of the same gene in cells treated with PBS (control). All the experiments were performed in triplicate.

**Additional file 14 Figure S12:** Tables summarizing the differential expression of the genes associated with estrogen-mediated S-phase entry pathway in human BC cell lines MDA-MB-468, MDA-MB-231, and MCF-7 72 h after treatment with PBS, Sal (0.5 μM), Das (15 μM), or the drug combination. The gene expression was determined using a RT-qPCR assay. All the experiments were performed in triplicate. Inset: N.S. = non-significant results; A = antagonistic; Ad = additive; and S = synergistic effect.

**Additional file 15 Figure S13:** Original western blots used for Fig. 5 and **Fig. S14**. The blots were processed using Image Studio Lite 5.2 software The red boxes indicate the cropped regions used in the representative figures.

**Additional file 16 Figure S14:** (A) Western Blot analysis of ESR2 protein expression in MDA-MB-231 cells after exposure to the PBS, Sal (0.5 μM), Das (15 μM), or in combination for 72 h. GAPDH was used as loading control. The blots were processed and cropped using Image Studio Lite 5.2 software. Full-length blots are available **Fig. S13**. (B) Graph bar showing the expression level of ESR2 protein. The relative protein expression levels were quantified using Image Studio software and normalized to the control cells treated with PBS. All the experiments were performed in triplicate. Data were presented as mean ± standard deviation (SD) and statistical differences were calculated by Student’s *t*-test (*P < 0.05, **P < 0.01). (C) A flow cytometry graph showing an upregulation of ESR2 expression in response to Sal or the drug combination (S + D) treatment. The MDA-MB-231 cells were treated with drugs alone (at the corresponding IC_50_ concentration) or 2-drugs combination prior to incubation with phycoerythrin-labeled anti-ESR2 for FACS analysis. (D) Representative fluorescence microscopic images showing Sal induced ESR2 in MDA-MB-231 cells. Prior to imaging, the cells were incubated with phycoerythrin-labeled anti-ESR2 and DAPI for staining the ESR2 receptors (green) and the nucleus (blue), respectively. Scale bar is 60 μm.

**Additional file 17 Figure S15:** (A) Chemical structure of 4-hydroxytamoxifen (Tamo). (B) Plots of the relative cell viability of MDA-MB-468 cells 72 h after treatment with Das (15 μM), Tamo (1 μM), or the drug combination (D + T).

**Additional file 18 Figure S16:** Sal and Das together synergistically inhibited the BRCA1 pathway in a MDA-MB-468 cell line. A table summarizing the differential gene expression of cells treated with Sal (0.5 μM) or Das (15 μM), or the drug combination. The experiments were performed in quadruplicate. N.S. = no significant change of the gene expression.

## Data Availability

The raw RNA sequencing dataset reported in this paper is available in the Gene Expression Omnibus (GEO) database using the accession number GSE135514 and following the link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135514. All other resources related to this research work are available upon reasonable request to the lead contact Benedict Law ().

## Abbreviations

AKT: Protein kinase B
ALDH1: Aldehyde dehydrogenase 1
BC: Breast cancer
BCL: Binary base call
CCND1: Cyclin D1
CCNE2: Cyclin E2
CDC: Cell division cycle
CDK: Cyclin-dependent kinase
cDNA: Complementary deoxyribonucleic acid
CI: Combination index
CSCs: Cancer stem cells
CYT387: Momelotinib
DAPI: 4′,6-Diamidino-2-phenylindole
Das: Dasatinib
DCF-DA: 2′,7′-Dichlorofluorescein diacetate
DNA: Deoxyribonucleic acid
Dox: Doxorubicin
E2F: E2F transcription factor.
EGFR: Epidermal growth factor receptor
EGR: Early growth response
ER: Estrogen receptor
ESR2: Estrogen receptor β
FACS: Fluorescence-activated cell sorting
FBS: Fetal bovine serum
FITC: Fluorescein isothiocyanate
FPKM: Fragments per kilobase of exon model per million
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GEO: Gene expression omnibus
GFP: Green fluorescent protein
HER2: Human epidermal growth factor receptor 2
IC_50_: Half maximal inhibitory concentration
IPA: Ingenuity pathway analysis software
iROS: Intracellular reactive oxygen species
JAK: Janus kinase
JNK: Jun amino-terminal kinase
MAPK: Mitogen-activated protein kinase
M-MLV: Moloney murine leukemia virus
mRNA: Messenger ribonucleic acid
mTOR: Mammalian target of rapamycin
NCBI: National center for biotechnology information
NCL: Nucleolin gene
N.S.: non-significant
P_adj_: Adjusted *p* value
PBS: Phosphate buffered saline
PI: Propidium iodide
PI3K: Phosphoinositide 3-kinase
RBL1: Retinoblastoma-like 1
RNA-seq: Ribonucleic acid sequencing
RT-qPCR: Reverse transcription-quantitative polymerase chain reaction
S + D: Salinomycin + dasatinib
Sal: Salinomycin
SD: Standard deviation
shRNA: Small hairpin ribonucleic acid
SKP: S-phase kinase associated protein
STAT: Signal transducer and activator of transcription
Tamo: 4-Hydroxytamoxifen
TBST: Tris buffer saline containing Tween
TNBC: Triple negative breast cancer

# Supplementary material for: Transcriptomic insight into salinomycin mechanisms in breast cancer cell lines: synergistic effects with dasatinib and induction of estrogen receptor β
**Source:** BMC Cancer. 2020 Jul 16;20:661. doi: 10.1186/s12885-020-07134-3
**Supplement:** Supplementary file 2 — Additional file 2 Table S2: Table summarizing the number of genes upregulated and downregulated by different drug treatments. MDA-MB-468 cells were treated with the Sal or Das alone, or the drug combination (S + D) for 24 h and 72 h prior to extract the mRNAs for RNA-seq analysis. The experiments were independently performed in quadruplicate.

|  | **24 h** | | | **72 h** | | |
| --- | --- | --- | --- | --- | --- | --- |
| Number  of genes | **Sal** | **Das** | **S + D** | **Sal** | **Das** | **S + D** |
| ***Down*** | 0 | 154 | 442 | 1487 | 355 | 1669 |
| ***Up*** | 95 | 188 | 417 | 1466 | 341 | 1559 |

How the deposited data were processed for this re-analysis (not part of the article)

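The RNA-seq experiment covered 8 conditions of the MDA-MB-468 cell line: PBS (control), 0.5 μM Sal, 15 μM Das and both together (S + D), each for 24 h and 72 h. Each condition had 4 libraries from biological replicates, 32 in all. Treatment, dose and time point of each library were taken from its sample label and the methods of the paper. The authors sequenced short single-end reads, aligned them with STAR to GRCh37, computed FPKM with Cufflinks and called differentially expressed genes with DESeq2. The deposited table holds raw counts of reads per Ensembl gene, as whole numbers without normalization, for 48804 genes and all 32 libraries. The program that counted the reads, its annotation and its use of the strand are not named in the paper's text, and FPKM values were not used here. The aligned reads were not used either, so reads that genes share could not be reassigned. Of the listed identifiers, 46537 matched the annotation from which symbols and GRCh37 coordinates were taken.

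Depth was compared as the total count per library, between 25692561 and 42769687. Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at its default minimum count of 10, the quasi-likelihood test and Benjamini-Hochberg adjustment. The 16 libraries of a time point were fitted together, over 16357 genes at 24 h and 16682 at 72 h, and all 32 libraries were fitted together, over 17227 genes, where time points were compared. Each treatment was compared with the control of its time point. S + D was also compared with Sal, and with the sum of the single responses by an interaction term on the log2 scale, where 0 stands for a response equal to the sum. A gene counted as changed at an adjusted p under 0.01 and an absolute log2 fold change above 1.5, which are the cutoffs of the paper, and a single named gene, a gene of a list and the interaction of Sal and Das at an adjusted p under 0.01. Levels are CPM computed with the TMM factors, as mean and SD. Where every library of a group had 3 counts or fewer, the fold change is a bound against 3 counts. Single genes at such low counts were compared by an exact permutation test, whose smallest two-sided p for 4 libraries against 4 is 0.0286.

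Named genes were chosen by a rule written before the data were examined. It takes every gene that the paper names for its RNA-seq data in the text, Fig. 3E, Fig. 4C or Fig. 7, SYNE2 as the neighbour of ESR2, and for each treatment at 72 h the 3 genes with the largest rise and the 3 with the largest fall among those with a mean of at least 1 CPM, past both cutoffs and changed in all 4 libraries. Gene sets were the 26 genes of the S-phase entry pathway, assembled from Fig. 4B and Fig. 4C, and 44 genes of Fig. 7. Besides these, 6 lists were written before the data were examined: DNA replication (26 genes), mitosis (24), sterol synthesis (18), stress targets of ATF4 (16), ERK targets (12) and YAP targets (10). Sets were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 between genes. The comparisons, tests, named genes, lists and most alternatives were set before the data were examined.

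The alternatives were the size factors of DESeq2 (RLE) in place of TMM, no filter on low counts, a block for the replicate number, a fit of only the groups compared, a fit of all 32 libraries, DESeq2 1.42.0 with its own test, an absolute fold change above 1.5 or the adjusted p alone as cutoffs, fry and an estimated correlation for the sets, and each library left out in turn. After seeing the data, 2 more were added, because the unnumbered libraries deviate together from their groups: a fit of the numbered libraries only, and a term for the batch of the unnumbered libraries.

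Other groupings of the libraries were refitted: all 35 splits of 8 libraries for a comparison of 2 groups, 100 regroupings of 16 libraries for the overlaps, interactions and lists, and 60 for the comparisons of time points. For a comparison of 2 groups, these fits held only the 8 libraries compared, and for a comparison of time points the 16 of the drug and its controls. Counts were corrected for GC content and transcript length by a loess fit (span 0.3) per library as a check, and thinned to the lowest total as another. Unchanged groups were simulated 20 times against the real controls, and the genes changed by all 3 treatments were also counted with control libraries of its own for each treatment.

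The procedure was tested on simulated data of 16682 genes, of which 200 were changed. It called 199 of the changed genes and 0 of the others with edgeR, and 199 and 1 with DESeq2, and it recovered a log2 fold change of 2.48 where the true value was 2.5. Of 200 random sets of unchanged genes, 0 had a p under 0.05. The simulated genes were drawn independently of each other, so this does not test sets of genes that vary together. The pathway analysis of the paper (IPA) could not be repeated, since its reference lists were not at hand, and the lists of Fig. S8, Fig. S9 and Fig. S16 were not analysed here.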

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

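Of the tests in this part, those chosen only after the result was seen were the GC and length correction of the 3 gene lists, the splits for the sterol synthesis list, the test of counts near 0, the simulation of an additive response, the ratios of the response to S + D to each single response and the comparison of the mitosis list within the batch. In all, 58 tests of explanations were run, 13 of them chosen after the result was seen; 28 of the 58 counted other groupings of the libraries, and in 1 of these a share of 0.05 or more of the groupings gave a result as large.

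Single libraries far from the other 3 of their condition were found in 10 of 67 groups of 4 libraries tested, where chance alone gives about 5% of groups. Of these libraries, 8 were unnumbered and the other 2 were Das replicate 3 of 72 h.

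Das replicate 3 of 72 h had 7.43 CPM of EGR1, against 0.852 to 0.957 CPM in the other Das libraries, and 98.1 CPM of CCND1, against 49.2 to 57.0 CPM. Over the genes that Das changed at 24 h, its mean log2 change in the direction of those genes was 1.585, against 2.20 to 2.33 in the other Das libraries and -0.12 to 0.09 in the controls, which argues against a mislabelled control library. Its total of 31267064 counts lay within the range of the other Das libraries, which argues against a low depth. A weaker exposure to Das that shrinks the whole response would shrink every group of genes alike. The response was 0.698 of the mean of the other libraries over the genes that Das changed at 24 h and 0.300 over the genes that Sal changed at 72 h, while over the ERK target list it was 1.07, a mean fall of 3.08 against 2.84 to 2.91. Over the mitosis list the other Das libraries fell by a mean of 0.84 to 1.50. The mean fall was -0.000383 in replicate 3, close to no change, and between -0.11 and 0.07 in the controls. A uniform shrinkage is thus not what the values show. A shorter or weaker exposure in which the ERK targets were already at their lowest level may still be the cause and was not tested, and a difference between the cultures stays open as well. Without this library, 661 genes were higher and 512 lower with Das at 72 h.

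The unnumbered Sal library of 72 h had 42.6 CPM of BIRC5, against 14.9 to 18.8 CPM in the other Sal libraries, and the unnumbered S + D library of 72 h had 26.2 CPM, against 9.87 to 11.1 CPM. The same Sal library had a total of 40234975 counts, against 29143860 to 30955838 in the others. Over the mitosis list, the mean fall against the controls was smaller in the unnumbered library than in the numbered ones in 4 conditions: 0.97 against 1.252 to 1.30 with Das at 24 h, 1.11 against 1.44 to 1.50 with S + D at 24 h, 1.95 against 2.62 to 2.67 with Sal at 72 h and 2.42 against 3.13 to 3.23 with S + D at 72 h. In the unnumbered control of 72 h, the mean fall over the ERK target list, measured from the mean of the 4 controls, was 0.12, where that of the numbered controls lay between -0.06 and -0.03. A constant offset of the batch would cancel against the unnumbered control of the same time point. Against that control, the response stayed below every numbered library in 4 conditions, at 0.78 against 1.31 to 1.36 with Das at 24 h, 0.92 against 1.50 to 1.57 with S + D at 24 h, 1.92 against 2.64 to 2.68 with Sal at 72 h and 2.38 against 3.14 to 3.24 with S + D at 72 h, so a constant offset of the batch is not the whole cause. With Sal at 24 h the unnumbered library fell more, by 0.91 against 0.42 to 0.58, and with Das at 72 h it lay among the others, at 0.80 against 0.01 to 1.51. Each comparison rests on 1 unnumbered control.

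The unnumbered libraries deviated together from their groups across the whole transcriptome. After every library was thinned to the lowest total, the lowest correlation between unnumbered libraries of 72 h was 0.527, and after the correction for GC content and transcript length it was 0.479, so neither depth nor these biases account for the deviation. Among the 24 numbered libraries, the position on the 500 genes that mark the batch had a correlation with depth within groups of 0.36 (Pearson's r, permutation p = 0.087; Spearman's rho 0.36, permutation p = 0.08), and of 0.26 without the 2 libraries farthest in depth. The unnumbered Sal library of 24 h stood apart from the other Sal libraries of 24 h. Over the genes that Sal changed at 72 h, its response was 1.017 against the unnumbered control, and 0.40 to 0.48 in the numbered libraries against the numbered controls, which argues against the batch alone as the cause. A batch of cultures that responded at another pace is a candidate explanation that was not tested, and no biological explanation was tested.

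The responses differed between 72 h and 24 h for 1368 genes with Sal, 16 with Das and 962 with S + D. Among 60 regroupings of the 16 libraries of each drug and its controls, 1 gave as many genes in each case, the real grouping, with 1325, 10 and 1089 genes in these fits; the next regrouping for Sal reached 1196 genes and that for Das 7. After the correction for GC content and transcript length the numbers were 1406, 21 and 968, and after thinning to the lowest total 1303, 18 and 946, which argues against both as the cause. The numbered libraries gave 1978, 111 and 1306. For Das the number depends on Das replicate 3 of 72 h, without which it was 64. A biological difference by duration of treatment, which the design names, is a hypothesis found and tested on the same data, and a difference between the cultures of the 2 time points that affects treated cells alone stays open.

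Between the controls of 72 h and 24 h, which the paper does not compare, 49 genes differed. The real split was the 1 split of 35 with as many genes, at 57 in the fit of these 8 libraries. The correction for GC content and transcript length gave 59 genes and thinning 45, so neither accounts for the difference. It was 160 in the numbered libraries, and between 25 without control replicate 2 of 72 h and 68 without the unnumbered control of 72 h; leaving out control replicate 1 or 2 of 24 h or control replicate 3 of 72 h also moved it by more than 1.5 times. Time in culture, which the design names, may be the cause, and was not separated from the handling of the 2 time points.

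At 72 h, the response to S + D differed from the sum of the responses to Sal and Das for 1255 of 16682 genes at an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which the paper does not report over all genes. By the estimates alone, 1213 of these changed less than the sum, 17 more in the same direction, and 25 otherwise. By the sign of the estimates, whether or not the single responses were called, 648 of the 1255 genes were higher with both drugs, of which 647 stayed below the sum, and 553 were lower with both, of which 547 fell less than the sum and 6 beyond it. The real grouping and 1 other, 2 of 100 regroupings, gave as many genes. The other gave 4479, mixes treated and control libraries, and has 3 of the 4 unnumbered libraries in 1 group, so that it follows the batch in part. At 24 h, 5 genes differed from the sum (SEC24D, MAGED1, COPG1, MAGEH1 and B3GNT9, named after their values were seen, each with a smaller response than the sum), and 1245 had an unadjusted p under 0.05. At that time 3 of 100 regroupings gave as many, of which 1, with 172 genes, puts the 4 unnumbered libraries into 1 group and so follows the batch, and another, with 1195, keeps the controls together and mixes the treated libraries. With the batch as a term, 232 genes differed from the sum at 24 h and 2971 at 72 h, and the numbered libraries gave 827 and 2125. Leaving out single libraries moved the number at 72 h between 669, without Das replicate 2, and 2467, without Das replicate 3, with 10 of the 16 fits beyond 1.5 times, and that at 24 h between 4 and 25, the latter without the unnumbered Sal library.

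Several technical causes of these smaller responses were tested at 72 h. The correction for GC content and transcript length gave 1577 genes, of which 1028 were among the 1255, and thinning gave 1216. Counts near 0 cannot fall further, but of 1043 genes lowered by both drugs at an adjusted p under 0.01 and with a mean of at least 1 CPM with S + D, whether or not they differed from the sum, 96.6% had an estimate above the sum, against 58.8% of 1066 such genes in counts simulated at the sum. Chance variation in the controls that the single responses share gave 0 genes in counts simulated with S + D at the sum. Over 628 genes changed in the same direction by both drugs, the median ratio of the response to S + D to the larger single response, which was that to Sal for 507 of them, was 1.04 (quartiles 0.937 and 1.23), where the sum would give 1.69 and counts simulated at the sum gave 1.61 over 714 genes. The ratio to the response to Das was 1.52 (quartiles 1.2 and 1.9), just past the limit of 1.5 set for it after the data were seen. The response to Das includes replicate 3. Over the genes that Das changed at 72 h, its response was 1.53, against 2.191 to 2.485 in the other Das libraries and 2.855 to 2.922 with S + D. The ratio was not computed without replicate 3, so a common state that Das alone approaches stays open. Over the 628 genes, the ratio to the response to Sal was 1.08 (quartiles 0.954 and 1.30). In these genes, picked as changed by both drugs, the values are consistent with a state that Sal alone approaches. For the 115 genes changed by Das and past neither cutoff with Sal, the ratio to the response to Das was 0.619. A loss of cells that respond most, or an arrest that cells reach with Sal alone, may give such values, and neither was tested here. In the paper's cell-cycle assay at 72 h, the share of cells in S phase was lower with S + D than with Sal. By that measure the arrest was not complete with Sal alone.

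The ERK target list was lower with Das at 72 h, with a median log2 fold change of -2.17, and with Sal, with -2.05, and the sterol synthesis list was higher with Sal at 24 h, with 0.78. None of their genes is named by the paper. In each case 1 of 35 splits, the real one, gave as large a median. After the correction for GC content and transcript length the medians were -2.06, -1.94 and 0.78, which argues against these biases. Of 12 ERK targets, 11 were lower with Sal and 11 with Das, and 14 of 18 sterol synthesis genes were higher with Sal at 24 h. The calls of the ERK list with both drugs held under fry and with an estimated correlation between genes, and that of the sterol list held under fry and not with an estimated correlation. The rise of the sterol list was not particular to Sal: at 24 h its median was 0.79 with Das and 0.77 with S + D. At 72 h it was 0.59 with Das and 0.36 with Sal, but 0.10 with S + D, which did not pass (camera, adjusted p = 0.458). The splits and the correction were run for Sal at 24 h alone. These values suggest a lower ERK output with either drug and a higher demand for sterols in treated cells at 24 h, as hypotheses found and tested on the same data.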

How the results depend on the processing

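No test of an explanation in this part was chosen after the result was seen. Of the alternatives, the fit of the numbered libraries alone and the batch of the unnumbered libraries as a term were chosen after seeing the data. The cause of a change was not tested, unless given.

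Of the log2 fold changes and interactions of 182 named genes and comparisons, the number that changed their call or sign was 1 with RLE size factors (1 reversed), 11 with no filter on low counts (7 weaker, 3 stronger, 1 reversed), 10 with the block for the replicate number (1 weaker, 8 stronger, 1 reversed), 10 in the numbered libraries (6 weaker, 4 stronger), 9 with the batch as a term (8 stronger, 1 reversed), 14 of 164 in the fit of only the groups compared (11 weaker, 2 stronger, 1 reversed), 12 of 179 in the fit of all 32 libraries (5 weaker, 6 stronger, 1 reversed) and 8 with DESeq2 (7 stronger, 1 reversed). Values missing from the 164 and 179 could not be given, as the gene was not kept by the filter or the comparison needs more groups. Of 1608 values that each left out 1 library, 105 were weaker, 9 stronger and 10 reversed. The reversed value in each of these alternatives was that of RFC1 with S + D at 72 h, whose log2 fold change lay close to 0: 0.0059 with RLE size factors, 0.034 with no filter, 0.00059 with the block, 0.0022 with the batch as a term, 0.0017 in the fit of only the groups compared, 0.016 in the fit of all 32 libraries and 0.0027 with DESeq2. Across fits that each left out 1 library, RFC1 ran from -0.058 to 0.086, RFC2 with S + D from -0.011 to 0.14 (negative without S + D replicate 1) and the interaction for BIRC5 from -0.36 to 0.57.

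The looser thresholds raise the counts by construction. With an absolute fold change above 1.5, the genes higher and lower at 24 h were 562 and 178 with Sal, 852 and 758 with Das, and 2088 and 1957 with S + D, with 319 changed by all 3 treatments; at 72 h they were 3843 and 3918, 1488 and 1281, and 3955 and 4099, with 2260 changed by all 3. S + D differed from Sal for 465 genes, the responses at the 2 time points differed for 3490, 39 and 2610 genes with Sal, Das and S + D, and the controls for 334. With the adjusted p alone, the counts at 24 h were 745 and 364, 1143 and 1125, and 2800 and 2698, with 529 changed by all 3; at 72 h they were 4394 and 4473, 1752 and 1562, and 4503 and 4651, with 2696 changed by all 3. The other counts were then 502, 3766, 39, 2805 and 475 in the same order. With both cutoffs for single genes, 2 S-phase entry genes were changed by Das at 72 h, 0 by Sal at 24 h, and 15 BRCA1 genes by S + D. The S-phase entry genes changed by Sal at 24 h, 6 in the reported fit, were 3 with no filter, in the fit of only the groups compared and in that of all 32 libraries, 12 with DESeq2, 15 in the numbered libraries, 16 with the block for the replicate number and 17 with the batch as a term, and ran from 3, without control replicate 3, to 7 across fits that each left out 1 library.

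In the fit of only the groups compared, 58 genes were higher and 0 lower with Sal at 24 h, 19 changed by all 3 treatments at 24 h, 284 higher with Das at 72 h, 10 differed in the response to Das between the time points, and 3 S-phase entry genes were changed by Das. With RLE size factors and with no filter, 9 and 10 genes had a non-additive response at 24 h. In the fit of all 32 libraries, 2 genes were lower with Sal at 24 h and 2220 had a non-additive response at 72 h. With DESeq2, 9 genes were lower with Sal at 24 h, 140 and 2309 had a non-additive response at 24 and 72 h, and 43 differed in the response to Das between the time points.

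In the numbered libraries, 5 genes were lower with Sal at 24 h, 53 changed by all 3 treatments at 24 h, 827 and 2125 had a non-additive response, 111 differed in the response to Das between the time points and 160 between the controls. With the batch as a term, these were 11, 61, 232 and 2971, 65 and 107, and S + D differed from Sal for 238 genes. With the block for the replicate number they were 10, 59, 117 and 2795, 62 and 104, and 11 S-phase entry genes were changed by Das. The residuals of libraries with the same number had correlations of 0.16 to 0.36 at 24 h and -0.04 to 0.28 at 72 h for numbers 1 to 3, and of -0.11 to 0.11 and -0.23 to 0.08 once the unnumbered libraries were left out, so the numbers do not pair the samples and the block mainly removes the batch.

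With an estimated correlation between genes, the S-phase entry set was no longer past the threshold with Sal (median -1.19, p = 0.189 from camera), Das (-0.38, p = 0.177) or S + D (-1.28, p = 0.127), nor the BRCA1 set with S + D (-0.75, p = 0.0998), and 7 tests of the 6 gene lists passed. With limma's fry, the S-phase entry set (n = 26 genes) stayed past it with each treatment, and the BRCA1 set (n = 43 genes) with S + D (p = 4.93e-06, 0.00146, 2.46e-07 and 1.9e-07).

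Across fits that each left out 1 library, the genes higher and lower at 24 h ran from 69 (without the unnumbered Sal library) to 139 and from 1 to 2 with Sal, from 195 to 247 and from 144 to 178 with Das, and from 441 to 525 and from 447 to 544 with S + D, and those changed by all 3 treatments from 21 (without control replicate 2) to 39. At 72 h they ran from 1489 to 1627 and from 1521 to 1752 with Sal, from 354 to 661 and from 294 to 512 with Das (both highest without Das replicate 3), and from 1551 to 1711 and from 1668 to 1768 with S + D, and those changed by all 3 from 467 to 902. Genes with a non-additive response ran from 4 to 25 at 24 h (highest without the unnumbered Sal library) and from 669 (without Das replicate 2) to 2467 (without Das replicate 3) at 72 h. S + D differed from Sal for 115 to 179 genes, the responses at the 2 time points for 1179 to 1799, 8 to 64 and 857 to 1136 genes, and the controls for 25 to 68. For Das the lowest was without control replicate 1 of 24 h and the highest without Das replicate 3 of 72 h, and for the controls without control replicate 2 and without the unnumbered control of 72 h. The S-phase entry genes changed ran from 21 to 22 with Sal, from 3 (without control replicate 1) to 13 (without Das replicate 3) with Das and from 20 to 20 with S + D, and the BRCA1 genes from 30 to 32. The set medians ran from -1.21 to -1.14, -0.54 to -0.27, -1.31 to -1.22 and -0.83 to -0.72, each past the threshold in each fit, and the list tests passing from 31 to 33.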

Differences from the paper's values

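No test in this part was chosen after a result was seen, apart from the settings named below as chosen after seeing the values. The paper's counts of changed genes, percentages and fold changes were compared with the values here on the scale of the paper, 16 from its text and Table S2, of which 2 differ by the rule used, and 51 read from its figures, of which 5 differ.

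The paper's count of genes lower with Sal at 24 h is 0, and 1 was found here. Of the alternatives set before the data were examined, fitting only the groups compared gave 0, and the others, with the fits that each left out 1 library among them, did not.

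The paper's count of genes changed by all 3 treatments at 24 h is 18, and 35 were found here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were the fit of only the groups compared, with 19, and the fits without control replicate 1, 2 or 3 of 24 h, with 23, 21 and 21, or without Das replicate 1 or 2, with 27 and 26. The others were not: the numbers were 319 with an absolute fold change above 1.5, 529 with the adjusted p alone, between 28 and 39 in the other fits that each left out 1 library, and between 32 and 59 with the other settings.

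The log2 fold change of CCNA1 with Sal at 72 h is about 2.7 in Fig. 4C, read by eye, and was 3.38 here, and with S + D it is about 2.7 in Fig. 4C, read by eye, and was 3.35 here. Of the alternatives set before the data were examined, those within the standard error of 0.63 of the paper's value for Sal were the block for the replicate number, with 3.23, and the fits without control replicate 1 or 3 or the unnumbered Sal library, the last with 2.51; for S + D they were the fits without control replicate 1 or 3 or the unnumbered S + D library. The others did not close the gap. For Sal, the numbered libraries and the batch of the unnumbered libraries as a term, both chosen after seeing the values, closed it as well.

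The log2 fold change of ESR2 with Sal at 72 h is about 3.8 in Fig. 4C, read by eye, and was 4.41 here, and with S + D it is about 3.5 in Fig. 4C, read by eye, and was 4.03 here. For Sal, none of the alternatives set before the data were examined closed the gap. For S + D, the fit without control replicate 1 gave 3.84, within the standard error of 0.40 of the paper's value, and the others did not close it.

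The log2 fold change of BMP5 with S + D at 72 h is about -2.8 in Fig. 3E, read by eye, and was -3.43 here. With no filter on low counts it was -3.4, within the standard error of 0.60 of the paper's value. The fits without control replicate 1, 2 or 3, without the unnumbered S + D library or without S + D replicate 2 closed the gap as well, and the other alternatives set before the data were examined did not. The numbered libraries, a setting chosen after seeing the values, also closed it.

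The paper marks E2F8 as not changed by Sal in Fig. 4C, and here it was lower, with a log2 fold change of -1.51 (adjusted p = 1.43e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It states that ERβ was not raised by Das, and here ESR2 had a log2 fold change of 1.77 with Das (adjusted p = 0.00714); this call was absent with no filter on low counts, with the block for the replicate number and in the fit of all 32 libraries (adjusted p from 0.0041 to 0.0476 over its 7 alternatives), and without control replicate 1 (0.0238), 2 (0.0229) or 3 (0.0237) or Das replicate 2 (0.0258) or 3 (0.0114). The paper's list of S-phase entry genes lowered by Das does not hold CCNE1, which had a log2 fold change of -0.84 here (adjusted p = 7.67e-05).

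The paper states that BIRC5, CCND1 and WNT3A fell synergistically with S + D. Here their interactions of Sal and Das were 0.10, 0.68 and -0.59, where a negative value is a fall beyond the sum, with adjusted p values of 0.92, 0.0569 and 0.403. None of the 3 was called in the 7 alternatives of each, and that of CCND1 was called without Das replicate 3, as a fall smaller than the sum (interaction 0.96, adjusted p = 0.000141). The interaction of BIRC5 was negative without 5 single libraries, down to -0.36 without the unnumbered S + D library (adjusted p = 0.645). The paper states the same of the BRCA1 and DNA damage response pathway. Here 4 of 43 genes differed from the sum at an adjusted p under 0.01, and 3 of these 4 lay above it. Of the 3, the call of RFC2 was absent in most of the fits that each left out 1 library, and that of GADD45A without 1 of the controls. GADD45A had log2 fold changes of 0.16 with Sal, -0.39 with Das and 0.94 with S + D, so its value is not a smaller fall. The gene below the sum, ATM, was higher with Sal (1.89), Das (1.13) and S + D (1.51), so its value is not a stronger fall. The paper states that Sal and Das suppressed BMP5, BIRC5 and AXIN2, of which AXIN2 was called lower with both here as well. The call of AXIN2 with Das (adjusted p = 0.00642) was absent in the numbered libraries and in the fit of only the groups compared. It was also absent in several fits that each left out 1 library. BMP5 had log2 fold changes of -1.16 with Sal (adjusted p = 0.0462) and -1.62 with Das (adjusted p = 0.0204), and BIRC5 had -0.81 with Das (adjusted p = 0.102). BMP5 was called with Sal in the fit of only the groups compared (adjusted p from 0.0067 to 0.0601 over its 8 alternatives), and with Das without Das replicate 3 (adjusted p = 0.000232), with the block for the replicate number, in the fit of all 32 libraries and, among the settings chosen after seeing the values, with the batch of the unnumbered libraries as a term (adjusted p from 0.00388 to 0.0565 over its 8 alternatives).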

Other observations

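Of the tests in this part, the overlap with separate control libraries, the splits for the S-phase entry genes at 24 h, the comparison of the S-phase entry set with the DNA replication list and that of ESR2 with the overlapping non-coding gene were chosen only after the result was seen.

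For the counts of changed genes, the real split was the 1 split of 35 with as many genes in each comparison with the control: 58 genes with Sal, 380 with Das and 896 with S + D at 24 h, and 2928, 637 and 3207 at 72 h, in fits of the 8 libraries compared. For S + D against Sal at 72 h it was again 1 of 35, with 159 genes. The number of genes changed by all 3 treatments was reached by 1 of 100 regroupings at 24 h and by 1 of 100 at 72 h, the real ones. The 3 comparisons share their controls. With control libraries of its own for each treatment, at least 120 genes were changed by all 3 at 72 h, against 146 to 240 with the same 1 control library for all, so that genes in common were found without a shared control, and how much the shared controls add to the number stays open. After the correction for GC content and transcript length, 2980 genes were changed with Sal at 72 h, of which 2851 were also called without it, and 811 with Das, of which 741 were.

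For the S-phase entry genes, 1 of 35 splits gave as many changed genes at 72 h with Sal, with Das and with S + D, and at 24 h with Sal, and 1 of 35 as large an absolute median with Sal and with S + D. With Das, 5 of 35 splits gave an absolute median as large as the real one, so chance in the grouping stays open for that median. The 4 other splits each exchange Das replicate 3 with 1 control. For the BRCA1 genes with S + D, 1 of 35 splits gave as many changed genes and 1 of 35 as large a median. The DNA replication list, which shares no gene with the S-phase entry set, had a median log2 fold change of -1.562 with S + D at 72 h, against -1.28 for that set. The fall of the S-phase entry set may therefore be part of a fall of DNA replication genes in general, as in cells that no longer cycle.

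The rise of ESR2 with Sal at 72 h could come from reads of overlapping genes if the strand was not used in counting. SYNE2, which overlaps ESR2, had a log2 fold change of -1.159, the opposite direction. The non-coding gene that shares exon bases with ESR2 rose too, but by less: the rise of ESR2 was 0.629 CPM larger on average, at least 0.206 CPM in each of 4 libraries, where the highest control library had 0.134 CPM of ESR2. Reads of the non-coding gene thus do not account for the whole rise.

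The 6 lists written before the data were examined gave 36 tests with camera, of which 32 had an adjusted p under 0.05, 33 with fry and 7 with an estimated correlation between genes; the 7 were the ERK targets with Das and S + D at 24 h and with each treatment at 72 h, and DNA replication with Das and S + D at 24 h. Of 100 regroupings, 1, the real one, had as many tests passing, but others reached up to 29, so the number of tests passing says little by itself. None of the list genes is named by the paper for its data or belongs to another list. The median log2 fold changes with Sal, Das and S + D were, for DNA replication, -0.25, -0.54 and -1.08 at 24 h and -1.24, -0.71 and -1.56 at 72 h. For mitosis they were -0.56, -1.19 and -1.35 at 24 h and -2.54, -0.78 and -2.96 at 72 h. For sterol synthesis they were 0.78, 0.79 and 0.77 at 24 h and 0.36, 0.59 and 0.10 at 72 h. For the stress targets of ATF4 they were 0.58, 0.93 and 1.3 at 24 h and 0.39, 0.62 and 0.63 at 72 h. For the ERK targets they were -0.57, -1.58 and -1.83 at 24 h and -2.05, -2.17 and -3.16 at 72 h. For the YAP targets they were -0.33, -0.74 and -1.1 at 24 h and 0.01, -0.38 and -0.14 at 72 h. The tests that did not pass were the stress targets of ATF4 with Sal (adjusted p = 0.0635), the YAP targets with Sal (0.896) and with S + D (0.452), and sterol synthesis with S + D (0.458), all at 72 h.

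CD34 had 0 to 1 counts per library with Das and 0 to 2 with S + D at 72 h, and was at least 5.11-fold and 5.43-fold lower than in the control (exact permutation test, two-sided p = 0.0286 each, the smallest that 4 libraries against 4 allow). NCL had a log2 fold change of -0.59 with Das (standard error 0.17, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.21 with S + D (adjusted p = 1.13e-05). The call with Das was present in 6 of its 8 alternatives (adjusted p from 5.63e-05 to 0.0278), without the unnumbered control (0.0096) and without Das replicate 3 (0.00421).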
